# Necrotizing enterocolitis is associated with acute brain responses in preterm pigs

**DOI:** 10.1186/s12974-018-1201-x

**Published:** 2018-06-09

**Authors:** Jing Sun, Xiaoyu Pan, Line I. Christiansen, Xiao-Long Yuan, Kerstin Skovgaard, Dereck E. W. Chatterton, Sanne S. Kaalund, Fei Gao, Per T. Sangild, Stanislava Pankratova

**Keywords:** Preterm birth, Necrotizing enterocolitis, Hippocampus, Neurite outgrowth, Neuroinflammation, S100A9, Cerebrospinal fluid, Motor activity

## Abstract

**Background:**

Necrotizing enterocolitis (NEC) is an acute gut inflammatory disorder that occurs in preterm infants in the first weeks after birth. Infants surviving NEC often show impaired neurodevelopment. The mechanisms linking NEC lesions with later neurodevelopment are poorly understood but may include proinflammatory signaling in the immature brain. Using preterm pigs as a model for preterm infants, we hypothesized that severe intestinal NEC lesions are associated with acute effects on the developing hippocampus.

**Methods:**

Cesarean-delivered preterm pigs (*n* = 117) were reared for 8 days and spontaneously developed variable severity of NEC lesions. Neonatal arousal, physical activity, and in vitro neuritogenic effects of cerebrospinal fluid (CSF) were investigated in pigs showing NEC lesions in the colon (Co-NEC) or in the small intestine (Si-NEC). Hippocampal transcriptome analysis and qPCR were used to assess gene expressions and their relation to biological processes, including neuroinflammation, and neural plasticity. Microglia activation was quantified by stereology. The neuritogenic response to selected proteins was investigated in primary cultures of hippocampal neurons.

**Results:**

NEC development rapidly reduced the physical activity of pigs, especially when lesions occurred in the small intestine. Si-NEC and Co-NEC were associated with 27 and 12 hippocampal differentially expressed genes (DEGs), respectively. These included genes related to neuroinflammation (i.e., *S100A8*, *S100A9*, *IL8*, *IL6*, *MMP8*, *SAA*, *TAGLN2*) and hypoxia (i.e., *PDK4*, *IER3*, *TXNIP*, *AGER*), and they were all upregulated in Si-NEC pigs. Genes related to protection against oxidative stress (*HBB*, *ALAS2*) and oligodendrocytes (*OPALIN*) were downregulated in Si-NEC pigs. CSF collected from NEC pigs promoted neurite outgrowth in vitro, and the S100A9 and S100A8/S100A9 proteins may mediate the neuritogenic effects of NEC-related CSF on hippocampal neurons. NEC lesions did not affect total microglial cell number but markedly increased the proportion of Iba1-positive amoeboid microglial cells.

**Conclusions:**

NEC lesions, especially when present in the small intestine, are associated with changes to hippocampal gene expression that potentially mediate neuroinflammation and disturbed neural circuit formation via enhanced neuronal differentiation. Early brain-protective interventions may be critical for preterm infants affected by intestinal NEC lesions to reduce their later neurological dysfunctions.

**Electronic supplementary material:**

The online version of this article (10.1186/s12974-018-1201-x) contains supplementary material, which is available to authorized users.

## Background

Necrotizing enterocolitis (NEC) is an acute devastating intestinal inflammatory disease that mainly occurs in preterm infants shortly after birth [1]. Epidemiological studies show that 45% of NEC survivors were neurologically impaired at 20 months of age with a higher risk of cerebral palsy, hearing, visual, cognitive, and psychomotor impairments [2, 3]. Severe NEC requiring surgery is an independent risk factor for severe brain injury detected on MRI, poor mental and psychomotor development at around 2 years of age [4, 5], and various cognitive deficits at school age [6]. It is conceivable that NEC may cause acute damage in the developing brain and subsequent lasting neurodevelopmental disorders. Yet, the underlying mechanisms and NEC-associated acute brain effects are largely unknown.

NEC in preterm infants is characterized by excessive gut inflammation, potential pathogen leakage, and systemic inflammation [1]. Neonatal inflammation may adversely affect the processes of maturation of neuronal and immune systems in a critical period of development [7, 8]. Studies have shown that early life exposure to lipopolysaccharide (LPS) leads to reduced hippocampal volume, dysregulated neurogenesis, increased number of microglia cells, axonal injury, and memory impairment in rats [9–11]. Similarly, chronic intestinal inflammation reduces hippocampal neurogenesis in mice [12] and neonatal viral infection induces hippocampal neuroinflammation and learning impairments in piglets [13]. This may be mediated by inflammatory cytokines which are normally expressed in the developing brain and regulate processes of neurogenesis, neuronal migration, synaptogenesis, and synaptic plasticity [14–16]. A dual role of proinflammatory cytokines in the developing brain may relate to activation of the ubiquitous NFκB signaling pathway, which in neurons is responsible for plasticity and survival, whereas in glial cells, it is involved in mediation of pro-inflammatory responses [17]. Such neurodevelopmental and neurodegenerative abnormalities may also induce changes in the composition of cerebrospinal fluid (CSF) [16, 18, 19], but few studies have investigated the links among brain damage, CSF, and NEC in preterm neonates [20].

Preterm pigs delivered at 90% gestation show impaired gut, immune, and brain development with a high sensitivity to neonatal infections (i.e., NEC and sepsis) and behavioral and learning deficits [21–23]. Thus, a large proportion of preterm pigs develop NEC spontaneously within the first week after birth when fed sub-optimal diets (e.g., infant formula or human donor milk) [24]. In contrast to rodent models, this model does not require excessive hypothermia and hypoxia treatments [21]. Using preterm pigs as a model for preterm infants, we hypothesized that NEC lesions would induce immediate changes to the developing hippocampus that might help to explain the later neurodevelopmental deficits in NEC survivors. We show that specifically NEC lesions located to the small intestine are associated with reduced physical activity and upregulation of inflammation-related genes in the hippocampus. Exposure of hippocampal neurons to CSF from pigs with NEC promoted neurite outgrowth in vitro, maybe via NEC-related factors in CSF, such as VEGF, CINC-3, and S100A9 proteins. Thus, our results support the hypothesis that NEC lesions lead to immediate effects on the developing brain in preterm infants.

## Methods

### Spontaneous NEC model in preterm pigs

One hundred and seventeen preterm piglets were delivered from eight sows by cesarean section at day 106 (90% of gestation, Danish landrace x Large White x Duroc, Askelygaard farm, Denmark). Pigs were housed in individual incubators with regulated temperature (37–38 °C) and oxygen supply (0.5–2.1/min, within the first 24 h). Pigs were inserted with an orogastric feeding tube and an umbilical catheter for parental nutrition and sow plasma infusion, as described previously [25]. To induce spontaneous NEC [21], preterm pigs were fed with gradually increasing doses of different types of human donor milk (0–135 mL/kg/day) and gradually decreasing doses of parenteral nutrition (96–48 mL/kg/day) for 8 days, as described previously [24, 25].

### Home cage activity and neonatal arousal recordings

During the study period, the physical activity for all piglets was recorded using infrared video cameras connected to a motion detection recorder. The proportion of active time was analyzed with PIGLWin application software (Ellegaard System, Faaborg, Denmark), as described previously [26]. The neonatal arousal of each piglet was registered as the time from birth to the first opening of eyes, first standing, and first walking, as described previously [26].

### Tissue collection, NEC evaluation, and gut cytokine expression

Pigs were anesthetized, and blood was drawn by cardiac puncture, followed by euthanasia by an intracardiac injection of sodium pentobarbital (60 mg/kg). Heparinized plasma fractions were collected and stored at − 80 °C. The CSF samples were collected by sub-occipital puncture immediately after euthanasia, aliquoted, and stored at − 80 °C. Following determination of brain wet weight, the brain was quickly dissected and the left hippocampal formations were snap-frozen in liquid nitrogen and stored at − 80 °C until further processing. The right hemisphere was fixed in 4% paraformaldehyde. Brain dry weight and water content were determined after drying the remaining brain tissues to a constant weight.

The whole gastrointestinal tract (GIT) was excised, and the pathological lesions in the proximal, middle, and distal small intestine, and in the colon, were scored macroscopically by two independent investigators, using an established NEC severity scoring system: score 1: absence of macroscopic lesions; score 2: local hyperemia; score 3: hyperemia, mild hemorrhage, extensive edema; score 4: extensive hemorrhage; score 5: local necrosis and pneumatosis intestinalis; score 6: extensive transmural necrosis and pneumatosis intestinalis (Additional file 1: Figure S1 [24]). Pigs with score 1 in all regions were diagnosed as without having NEC (No NEC, *n* = 51). Pigs with a severity score ≥ 4 in the small intestine (with or without colon lesions) were diagnosed as severe small intestinal NEC (Si-NEC, *n* = 13). Pigs with a score ≥ 4 only in the colon were diagnosed as severe colon NEC (Co-NEC, *n* = 34). Detailed disease characteristics, group information, and number of animals included in further analyses are shown in Additional file 2: Table S1 and in the corresponding figure legends. Nineteen pigs scored with 3 in minimum one region across the small intestine and the colon showed borderline pathological lesions that may or may not reflect initial NEC lesions. To minimize the effects of such diagnostic uncertainty (which is common also for infants undergoing surgery for NEC), we excluded all these animals from further analyses, resulting in groups of pigs only with clear diagnosis as NEC or no NEC by macroscopic inspection. In preterm pigs, mild clinical symptoms related to NEC are most often located in the colon region while more severe NEC symptoms usually also involve the small intestine (with or without lesions in the colon) [26–28]. Expression of proinflammatory cytokines including IL-1β, IL-6, and IL-8 in the distal intestine and the colon were measured with porcine DuoSet ELISA kits (R&D Systems, Minneapolis, MN, USA), according to the manufacturer’s protocol and presented per milligram of total protein (Pierce BCA Protein Assay Kit, Thermo Fisher Scientific, Rockford, IL, USA).

### Plasma and CSF sample analysis

Spectrophotometric measurement of the oxyhemoglobin content of the CSF samples was performed at A450 nm to exclude samples containing blood contamination [29]. The total protein concentration in the CSF and plasma samples was measured with the Pierce BCA Protein Assay Kit. Plasma and CSF albumin, lactate, and glucose were measured with a GEM premier 3000 whole blood analyzer (Instrumentation Laboratory, Bedford, MA). Plasma C-reactive protein (CRP) concentration was measured by ELISA (DY2648, R&D systems, Minneapolis, MN, USA).

### Neurite outgrowth assay

Hippocampal neurons were isolated from Wistar rats (E18; Charles River, Sulzfeld, Germany), plated on eight-well Permanox Lab-Tek chamber slides (Nunc, Roskilde, Denmark) at a density of 10,000 cells/well as previously described [30] and immediately stimulated with CSF samples. Optimization experiments with serially diluted CSF samples showed that a final concentration of CSF in the culture medium of 1% was the most optimal, which was in accordance with previous work [31]. For each slide, unstimulated cells and cells treated with 3 μg/ml of the neurotrophic peptide Epobis were used as negative and positive controls, respectively [30]. In independent experiments, hippocampal neurons were stimulated with recombinant human VEGF, S100A8, S100A9, hetero-complex of S100A8/A9, and rrCINC-3 (CXCL2) (all from R&D Systems, Minneapolis, USA; rhS100A9 and rhS100A8 were kind gifts from Dr. J. Klingelhöfer, University of Copenhagen). Twenty-four hours after the stimulation, neurons were fixed in 4% *v*/*v* formaldehyde and stained with polyclonal rabbit growth-associated protein (GAP)-43 antibodies (1:1000; Millipore), followed by secondary Alexa Fluor 488- or 546-conjugated goat anti-rabbit antibodies (1:1000; Molecular Probes). Images were acquired using a Zeiss Axiovert 100 microscope connected with AxioCamMRm camera using the ZEN 2012 software. The quantification of neurite outgrowth and number of neurites per cell were performed as described previously [30].

### Hippocampal RNA-seq analyses

Intact frozen hippocampi (*n* = 5–6 per group) were homogenized by a cryogenic tissue pulverizer in liquid nitrogen, and total RNA was isolated with RNeasy Lipid Tissue Mini Kit (Qiagen, Copenhagen, Denmark). The integrity of RNA samples for RNA-seq and qPCR analyses was evaluated with Agilent Bioanalyzer 2100 and RNA 6000 Nano Chips (Agilent Technologies, Glostrup, Denmark) and resulted in an average RNA integrity number (RIN) of 8.5 (SD ± 0.6). Sequencing libraries were constructed using NEBNext UltraTM RNA library Prep Kit for Illumina (New England BioLabs, Ipswich, MA, USA), following the manufacturer’s recommendations. After amplification, products were purified with the AMPure XP system and library quality was assessed on the Agilent Bioanalyzer 2100 system. The clustering of the index-coded samples was performed on a cBot Cluster Generation System using a HiSeq 4000 PE Cluster Kit (Illumina, San Diego, CA, USA). After cluster generation, constructed cDNA libraries were sequenced on an Illumina Hiseq 4000 platform (Illumina) and 150-bp paired-end raw reads were generated.

Raw reads were trimmed to produce clean reads, including removal of the adapter sequence, and low-quality reads containing either more than 50% bases with *q* value < 10 or ≥ 10% N bases, as detected by the FASTX tool kit (v 0.0.13, http://hannonlab.cshl.edu/fastx_toolkit). Following this cleaning, 273,958,970 clean and paired reads were generated in total. All clean reads were aligned to the Sscrofa 10.2 genome and gene model annotation file (www.ensembl.org/Sus_scrofa/Info/Index) using Tophat (v2.1.1)-Cufflinks (v2.2.1) pipeline [32]. The expression level of each gene was estimated using Fragments Per Kilobases per Million reads (FPKM). According to Cuffdiff, the genes with a statistical *q* value < 0.2 were considered as differentially expressed genes (DEGs) [32]. Biological process enrichment was analyzed using the Cytoscape plug-in ClueGO [33], and enrichment tests with adjusted *p* values < 0.05 were considered significant.

### Validation of gene transcription by qPCR analyses

Expression of DEGs of interest and other related genes were further measured by microfluidic qPCR analyses. To ensure valid data, for each RNA sample, two separate technical cDNA replicates were synthesized and a non-reverse transcriptase control was included. Pre-amplification of each cDNA was carried out using TaqMan PreAmpMasterMix (Applied Biosystems, Foster City, CA, USA) followed by exonuclease treatment (Exonuclease 1, New England biolabs, PN MO293L), as described previously [34]. Porcine-specific primers were designed whenever possible over introns (Primer3: http://frodo.wi.mit.edu; Sigma-Aldrich, Broendby, Denmark). Gene symbol, primer sequences, and amplicon lengths are shown in Additional file 3: Table S6. The amplification efficiencies of all primers were between 85 and 115%. Quantitative PCR of pre-amplified cDNA samples, including non-reverse and non-template controls, was performed using 96.96 Dynamic Array Integrated Fluidic Circuits on a BioMark thermocycler (Fluidigm, CA, USA). The cycling conditions were 2 min at 50 °C, 30 min at 80 °C for thermal mix, then 2 min at 50 °C and 10 min at 95 °C, followed by 35 cycles of 15 s at 95 °C and 1 min at 60 °C for the signal detection. Melting curves were generated after each run (from 60 to 95 °C, increasing 1 °C/3 s). Acquired Cq values were uploaded to the online PCR analysis tool (http://dataanalysis.sabiosciences.com/pcr/arrayanalysis.php) and analyzed as previously described [35]. Using GenEx, the expression levels of target genes were normalized to the three reference genes including *GAPDH*, *RPL13A*, and *ACTB*.

### Stereology

Entire hippocampi were dissected from fixed hemispheres, embedded in paraffin using a Leica ASP300 S tissue processor, and sectioned with a Jung HN40 sliding microtome for 5-μm exhaustive sagittal sections. Sections were sampled using uniform random sampling [36], by which every 70th section pair was collected herein yielding 8–12 section pairs per hippocampus. For immunohistochemistry, the sampled sections were dewaxed and hydrated followed by incubation in 3% H_2_O_2_ to block endogenous peroxidase activity. Antigens were retrieved by boiling the sections for 15 min in 10 mmol/l citrate buffer (pH 6). Sections were stained with anti-Iba1 antibodies (1:1000; ab5076, Abcam, Denmark) followed by HRP-conjugated secondary antibody (1:500; Polyclonal Rabbit Anti-Goat/HRP, P0449, Dako, Denmark). The reaction was developed using 3,3′-Diaminobenzidine (Sigma-Aldrich, Denmark), then sections were counter-stained with Mayer’s hematoxylin, mounted with Pertex, and cover slipped (Leica Microsystems, Ballerup, Denmark).

The total number (*N*) of microglia was estimated using the physical disector-design [37] for three hippocampi and counting on series of single-sections. The numerical density (*N*_V_) was estimated by dividing the total number of particles (∑*Q*) by the volume in which they were counted, e.g., area of the frame (*a*(frame)), height of the section (*h*), and number of disectors (∑*P*) (Eq. 1: *N*_*V*_ *= ∑Q*/(*a*(frame)*h*∑P)*.* To estimate the total number (*N*) of microglia in the region, the numerical density (*N*_*V*_) was multiplied by the volume of the region of interest (ROI), i.e., the reference volume (*V*_ref_) (Eq. 2: *N=N*_V_*V_ref_). The *V*_ref_ was estimated by Cavalieri’s method, where the number of points hitting the ROI (∑*p*) was multiplied by the area per point (*a*(point)) and the block advance (BA) (Eq. 3: *V*_ref_ *= a*(point)*BA*∑p). As the estimated bias introduced by counting cells in only one of the sections in a section pair was 3.1%, the number of microglia (*N*) on a series of single sections was calculated as described above in Eqs. 1–3. From the systematic uniform random sampled images, the ratio of amoeboid to total microglia was estimated using following morphological criteria: cells with round or amoeboid shapes, with no processes, were classified as amoeboid microglia, which were distinguished from cells with a small or large cell body with visible thin or thick ramifications (ramified or primed microglia, respectively [38]). Cell counting was performed using the NewCast software (Visiopharm, Hoersholm, Denmark) and a Nikon Eclipse 60i microscope (Olympus, Ballerup, Denmark) equipped with a Heidenhain electronic microcator measuring the *z*-axis and a ProScan II motorized stage system (Prior Scientific Instruments., Cambridge, UK). Digital live microscope images were visualized by a high-resolution camera (Olympus DP72, Nikon Nordic AB, Copenhagen, Denmark).

### Statistics

Data analyses were performed using the software package R (version 3.3.2). Continuous outcomes (e.g., brain weight, pro-inflammatory cytokine levels) were analyzed using the *lm* function, and repeated measurements (i.e., physical activity) were analyzed using the *lmer* function. The normality and variance homogeneity of the residuals and fitted values were tested, and data transformation was performed if necessary. To determine any potential sex bias on the processes of brain development and neuroimmune responses, all above models were adjusted for potential covariates and confounders (i.e., birth weight, litter, and sex). Data was subsequently treated by Dunnett’s post hoc test with the No NEC group as the reference group using *glht* function. Neuritogenesis was analyzed by one-way ANOVA. Data were autoscaled and applied to principal components analysis (PCA) using the R package “pcaMethods” [39]. Data were presented as means ± SEMs, unless otherwise stated, and *p* < 0.05 was considered significant, with *p* < 0.15 indicated as a tendency to an effect.

## Results

### NEC is associated with reduced physical activity, gut and systemic inflammation

Firstly, we explored whether NEC was associated with altered physical activity. The time taken until the first stand, walk, or eyelid opening was similar between NEC and No NEC pigs (Additional file 2: Table S1). Specifically, the Si-NEC pigs showed a tendency to decreased physical activity beginning from day 6 (*p* = 0.1) and thereafter (*p* < 0.05), compared with No NEC pigs (Fig. 1a). Piglets with NEC in any region of the GIT tended to have higher brain wet weight (*p* = 0.07, Fig. 1b), probably due to higher hydration (*p* = 0.08, Fig. 1c). Among the compared brain regions (i.e., cerebrum, hippocampus, cerebellum, brain stem, and striatum), only the hippocampi tended to show increased wet weight in NEC-positive pigs (*p* = 0.1, Fig. 1d).

**Fig. 1:**
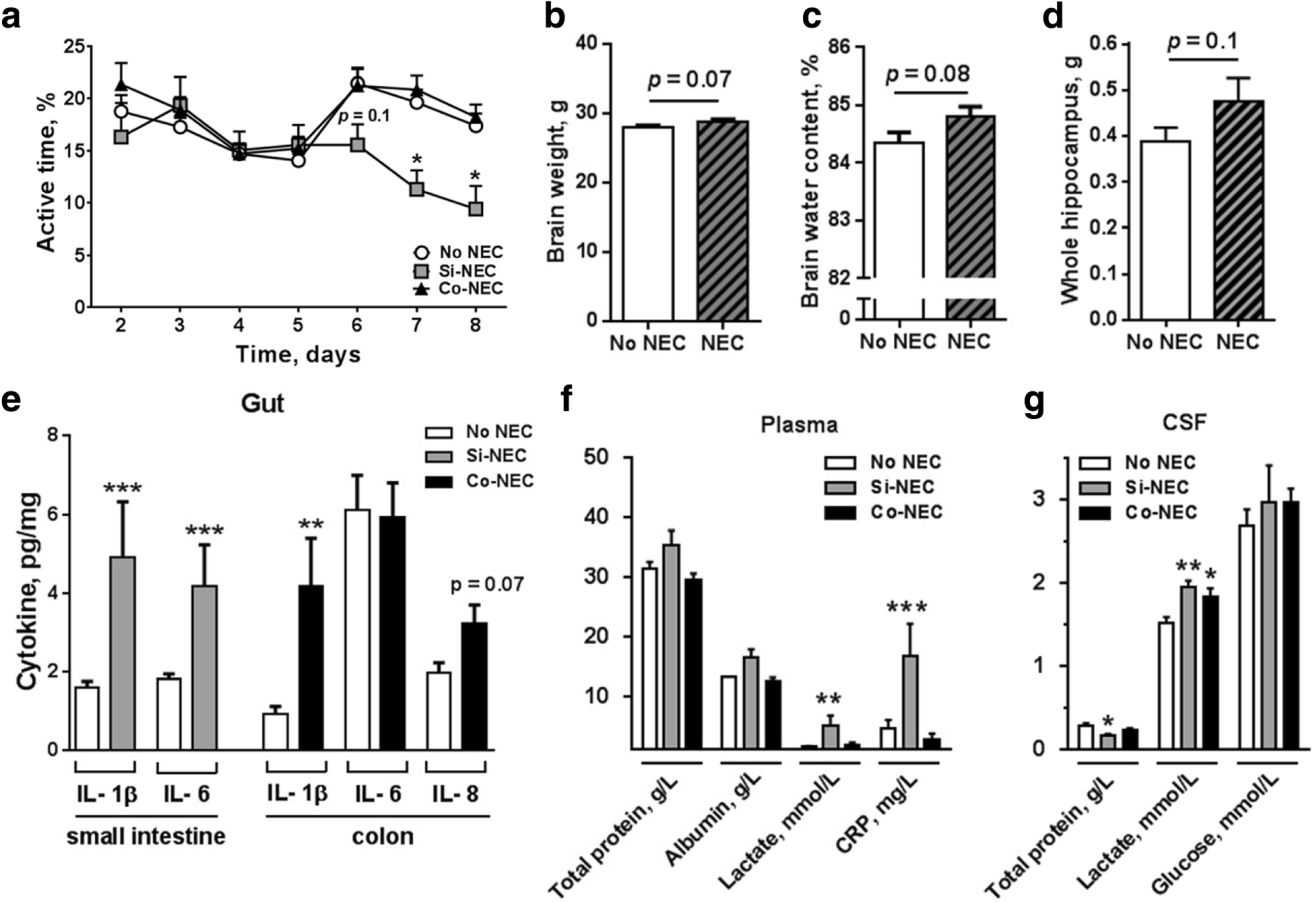
Gut cytokines, plasma and CSF biochemistry, brain parameters in NEC versus No NEC pigs. **a** Daily physical activity expressed as percentage of active time starting on postnatal day 2. **b** Brain weight, **c** water content, **d** hippocampal weight comparison, and **e** expression of proinflammatory cytokine IL-1β, IL-6, IL-8 in the distal small intestine and the colon. **f** Total protein, albumin, lactate, and CRP in the plasma. **g** Total protein, lactate, and glucose in the CSF. Values are means ± SEMs, *p < 0.05; **p < 0.01; ***p < 0.001, versus No NEC pigs

NEC diagnosis was supported by analyses of tissue pro-inflammatory cytokines [28], which revealed significant increases in IL-1β and IL-6 expression in the distal small intestine of Si-NEC animals (both *p* < 0.001), and elevations in IL-1β and IL-8 levels in the colon of Co-NEC animals (*p* < 0.01, *p* = 0.07, respectively, Fig. 1e). Considering the possible systemic effects of local gut inflammation, the concentrations of plasma CRP and lactate were higher in Si-NEC pigs than in No NEC pigs (*p* < 0.001, *p* < 0.01, respectively, Fig. 1f). Plasma glucose levels tended to be higher in Si-NEC pigs than in No NEC pigs (*p* = 0.06; Additional file 2: Table S1). Measurement of CSF metabolites indicated similar levels of glucose across the groups, whereas lactate levels were elevated in both the Si-NEC and Co-NEC groups (*p* < 0.05, Fig. 1g). Moderate increases of proinflammatory cytokines (i.e., VEGF, RAGE, MMP-8, IFN-γ, CINC-3, all above the 25% cutoff) were observed in the CSF from Si-NEC and Co-NEC pigs (Additional file 1: Figure S2).

### Cerebrospinal fluid from NEC pigs triggers neurite outgrowth in vitro

CSF from healthy [40] and neurologically sick patients, including those with epilepsy [41], are known to promote viability and differentiation of neuronal cells. Moreover, a number of aforementioned NEC-associated CSF cytokines (Additional file 1: Figure S2) are known to promote neurite outgrowth, including INF-γ [42], MMP-8 [43], RAGE [44], and VEGF [45]. Therefore, to determine whether CSF factors in NEC-positive piglets might directly affect neuronal differentiation, we administered the CSF samples to primary hippocampal neurons, commonly used as a xenogeneic in vitro system to test the neurotrophic potential of biological fluids [40, 46]. CSF from No NEC pigs promoted neurite outgrowth to 141% of unstimulated controls (Fig. 2a; dashed line, set as 100%). Yet, compared with NEC-negative CSF samples, stimulation with CSF samples from either Si-NEC or Co-NEC pigs further promoted neuritogenesis to 200–220% (*p* < 0.05, Fig. 2a). Supporting these findings, treatment with CSF samples from both NEC groups of pigs resulted in a significantly higher number of neurites per cell, thus enhancing the sprouting of neurites (*p* < 0.05, Fig. 2b). To summarize, the neurite outgrowth effect of NEC-positive CSF samples strongly suggested that acute gut inflammation in preterm neonates may affect neuronal differentiation processes via specific CSF factors. We therefore tested two factors that were upregulated in CSF from both NEC groups, VEGF and CINC-3 (Additional file 1: Figure S2), for their ability to reproduce the neuritogenic effect of NEC-positive CSF samples in vitro. As shown in Fig. 2c, d, VEGF, and to a lesser extent, CINC-3, significantly promoted neurite outgrowth, compared with the control. Thus, VEGF and CINC-3 may be potential mediators of NEC-induced de-synchronization of neural circuit formation.

**Fig. 2:**
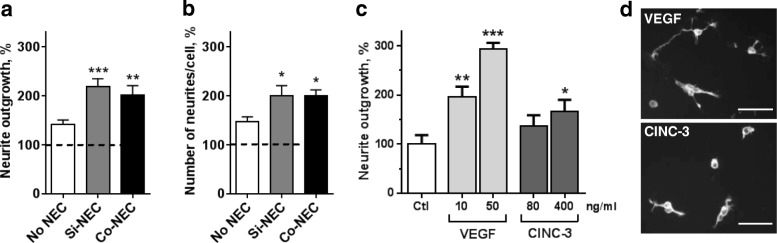
Neurotrophic effects of CSF from NEC versus No NEC pigs in primary hippocampal neurons. **a** Length of neurite and **b** number of primary neurites per cell were determined. Tested CSF samples were randomly selected from each group, *n* = 17/7/10 corresponding to No NEC/Si-NEC/Co-NEC. Values are means ± SEMs and were normalized to unstimulated controls (Ctl), which were set to 100% (dashed line; *p < 0.05; **p < 0.01; ***p < 0.001). **c** Primary neurons treated with recombinant VEGF (10 and 50 ng/ml) or CINC-3 (80 and 400 ng/ml). *p < 0.05; **p < 0.01; ***p < 0.001 versus Ctl. Data were generated from four to six independent experiments. **d** Representative micrographs of hippocampal neurons stained for GAP-43 to visualize growing neurites after stimulation with VEGF (50 ng/ml; top image) and CINC-3 (400 ng/ml; bottom image). Scale bar, 50 μm

### Hippocampal transcriptome and biological processes that relate to NEC lesions

Neonatal infections are associated with long-term cognitive impairments [47]. Considering the role of the hippocampus in cognitive function and the rapid development of the hippocampus around birth, we suggested that early life insults, such as NEC, may be associated with acute hippocampal molecular changes. Thus, we performed a genome-wide profiling of hippocampal gene expression using RNA-seq. 

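Hippocampal RNA of 16 pigs was sequenced, from 6 Si-NEC, 5 Co-NEC and 5 No NEC pigs. By the sample labels, 3 of the Si-NEC pigs were female and 3 male, and the Co-NEC and No NEC groups each held 2 female and 3 male pigs. The authors deposited 1 FPKM value per gene and pig, made with their Tophat-Cufflinks pipeline as given in the methods, and these values were used without further normalization. The table holds no read counts. Values above 0 and under 0.1 FPKM, up to 185 per pig, were compared with those of 1 reference pig, and at most 20.3% shared one ratio, so no relative depth could be taken from them and the depth behind each value is unknown. The FPKM values summed to 544629 to 627288 in the Co-NEC pigs (median 609641), 558369 to 864931 in the No NEC pigs (median 603456) and 597356 to 823320 in the Si-NEC pigs (median 623666). The highest sums were those of No NEC pig 230-15 and Si-NEC pig 223-15. These 2 pigs also had the lowest median correlations with the other pigs across genes, 0.902 and 0.933, against 0.955 to 0.960 in the Co-NEC pigs. Listed zeros were not always low expression. Of 4038 entries with a mean above 20 FPKM, 49 were listed at 0 in at least 1 pig and 23 in at least 8 pigs, and an exact 0 of this kind can be a failed estimate. The labelled sexes could not be tested independently. There were 5 entries at least 3 times higher in every pig labelled male than in any pig labelled female, but they were picked from these values by that rule. Groups were compared pairwise with limma on log2(FPKM + 0.5), with Benjamini-Hochberg adjustment and the study's threshold of 0.2. With this offset, the log2 fold changes of genes near or under 0.5 FPKM are smaller than the ratio of their means.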

Among all the 23,293 genes detected in the pig genome, 13,904 genes passed quality control for DEGs testing according to Cuffdiff [32]. As a result, 0.64% of these genes (*n* = 89) were identified as DEGs in pairwise comparisons among the three groups, suggesting a marginal change in the genome-wide hippocampal gene expression that related to NEC diagnosis. 

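The deposited table lists 24594 entries for 21956 gene IDs. After 1779 fully identical entries were dropped, 22815 remained, of which 5837 were at 0 in every pig and 16978 were above 0 in at least 1 pig. The gene IDs above 0 numbered 16246, and 636 of them had several distinct entries, so that a gene with several entries cannot be assigned to one of them by its ID. The comparisons covered the 13590 entries with a mean of at least 0.5 FPKM over the 16 pigs. A minimum mean of 1 FPKM left 12690 entries. Of 87 gene names in Tables S2 to S4, 61 were found by symbol, 25 were matched only through the group means that the tables print, and 1, SEC62, was not matched. For 60 of the 61 found by symbol, the entry closest to the printed group means was that gene.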

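At an adjusted p under 0.2, 1 gene was called between Si-NEC and No NEC pigs, 1 between Co-NEC and No NEC pigs, and 2 between Si-NEC and Co-NEC pigs. These were 3 distinct genes, or 0.0221% of the 13590 tested, and 1 gene per comparison also passed 0.05. An unadjusted p under 0.05 was reached by 355, 467 and 767 genes in the same order, where 679.5 are expected by chance on average. Genes vary together, so this number spreads widely by chance. Over 100 splits of the pigs of each comparison, the real one included, its median was 384, 396.5 and 481.5. As many genes as observed were reached in 56, 37 and 25 of the 100 splits. Weighting the pigs by limma's array weights gave 4, 1 and 201 genes, and no filter on low values gave 1, 4 and 1. Single pigs also mattered. The comparison of Si-NEC with No NEC gave 3 genes without pig 540-14, that of Co-NEC with No NEC gave 2 without 540-14 or without 225-15, and that of Si-NEC with Co-NEC gave 12 without 547-14 and 5 without 255-15. In values simulated with the observed spread of each gene, independent between genes, the fit recovered 84.5%, 85.0% and 86.0% of 200 genes given a log2 change of 1. These genes had a mean log2 value above 1, and the simulated spread was normal, without single high pigs. With 200 genes changed at once, the adjusted threshold is easier to pass. These shares are therefore not the power to find a few changed genes in the real pigs. For the whole transcriptome, the separation of the groups was tested with the pseudo-F of the distances between pigs (exact permutation test, one-sided). Si-NEC and No NEC pigs gave p = 0.513 (exact permutation test, 237 of 462 splits with a pseudo-F as large). Co-NEC and No NEC pigs gave p = 0.0476 (exact permutation test, 6 of 126 splits), which rose to 0.262 without pig 225-15. Si-NEC and Co-NEC pigs gave p = 0.0130 (exact permutation test, 6 of 462 splits), which rose to 0.110 without pig 552-14. From the small share of genes that changed, the paper proposes that NEC diagnosis relates to a marginal change in genome-wide hippocampal expression.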

Relative to No NEC, changes in the expression of 12 and 27 genes were identified in the Co-NEC and Si-NEC group, i.e., Co-DEGs and Si-DEGs, respectively (Fig. 3a, b; Additional file 1: Figure S3a, b; Additional file 3: Tables S2 and S3). 

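Of the Co-DEGs in Table S2, 11 were matched and tested, and 11 had the direction of the table, 2 higher and 9 lower in Co-NEC pigs. None passed the threshold over all genes, and 1 had an unadjusted p under 0.05. Of the Si-DEGs in Table S3, 27 were tested and 27 had the direction of the table, 20 higher and 7 lower in Si-NEC pigs. Again 0 passed over all genes, and 8 had an unadjusted p under 0.05. With p adjusted over the list alone, 0 Co-DEGs and 13 Si-DEGs passed 0.2, which is not independent evidence because the study chose both lists on these samples. The genes called here were others. COX1, encoding a mitochondrial cytochrome c oxidase subunit, was listed at 9929.46 to 15986.2 FPKM in the 5 Co-NEC pigs and at 0 in the other 11 pigs. ENSSSCG00000009003 was listed at 0 in each of the 5 No NEC pigs. In the Si-NEC pigs it was listed at 3.16, 4.11, 4.96, 5.53, 5.58 and 5.13 FPKM, and in Co-NEC pigs 255-15 and 231-15 at 4.12 and 2.21 FPKM with 0 in the other 3. No fold change is meaningful against groups at 0. For the 20 Si-DEGs higher in Si-NEC pigs, the highest pig held a median of 47.7% of the group's summed FPKM, against 21.8% for all tested genes and 16.7% for equal shares. The highest pig was 246-15 for 10 of these genes and 223-15 for 6. Their median log2 ratio of group means was 1.71, and 0.66 with each gene's highest pig left out. Leaving out the highest pig lowers this ratio in any gene. The step was not compared with unchanged genes, so the fall alone is no test. Among the 9 Co-DEGs lower in Co-NEC pigs, No NEC pig 230-15 was highest for 6, and their median log2 ratio moved from −0.70 to −0.23 without it.

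**Figure D1:**
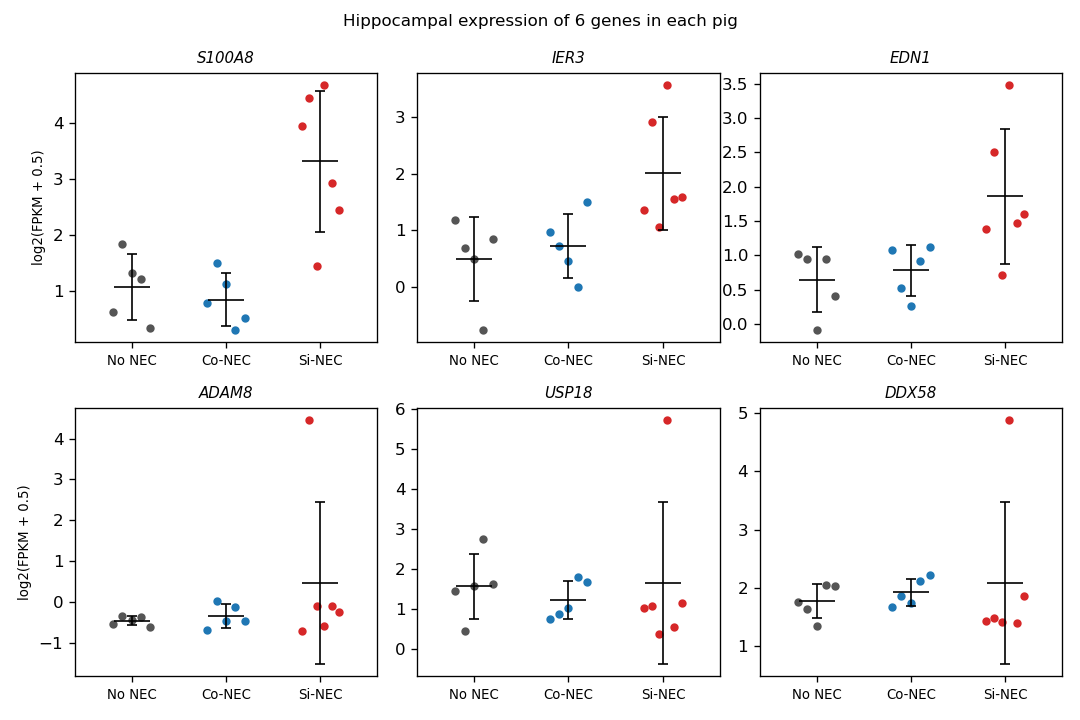
Expression of 6 Si-DEGs in each pig, as log2(FPKM + 0.5) by group, with 1 point per pig and the mean with SD in black. S100A8, IER3 and EDN1 were above every No NEC pig in 5 of 6 Si-NEC pigs, and for ADAM8, USP18 and DDX58 a single Si-NEC pig lies far above the other 5.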

Among the above NEC-related DEGs, only two DEGs were identified in both Si-NEC and Co-NEC groups, *HBB* and *TMEM167B*, encoding hemoglobin subunit beta and transmembrane protein 167 B respectively, both of which were downregulated in NEC-positive pigs. 

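HBB was at 369 ± 515 FPKM (SD, n = 5) in No NEC, 178 ± 105 (SD, n = 5) in Co-NEC and 159 ± 96.1 (SD, n = 6) in Si-NEC pigs. Its log2 fold change was −0.73 in Si-NEC (standard error 0.81) and −0.38 in Co-NEC pigs (standard error 0.74), with exact permutation p = 0.468 and 0.722 (two-sided). The highest value was 1281 FPKM in No NEC pig 550-14. Without that pig the log2 fold change was −0.05 in Si-NEC and turned to 0.29 in Co-NEC pigs. TMEM167B was matched by its group means only, and its gene ID has other entries, so its identity is uncertain. That entry was at 20.3 ± 16.8 FPKM (SD, n = 5) in No NEC, 8.90 ± 0.928 (SD, n = 5) in Co-NEC and 10.2 ± 2.77 (SD, n = 6) in Si-NEC pigs. It was below every No NEC pig in 4 of 5 Co-NEC and 4 of 6 Si-NEC pigs, with log2 fold changes of −0.86 (exact permutation p = 0.0159, two-sided) and −0.70 (exact permutation p = 0.0996, two-sided). No NEC pig 228-15 held 49.5 FPKM of TMEM167B, and without it the log2 fold changes were −0.47 and −0.31. No gene was called in both comparisons, while 56 genes had an unadjusted p under 0.05 in both with the same direction. Both comparisons use the same 5 No NEC pigs. In 100 simulated draws of unchanged groups, both comparisons again shared 1 No NEC group. The pigs of every group, No NEC included, were redrawn with replacement from the deviations of all pigs. The draws therefore do not keep the 5 real No NEC pigs, and 1 pig could enter several groups. The median number of genes with an unadjusted p under 0.05 in both and the same direction was 23, with 95% of the draws between 0 and 965. Across the tested genes, which are not independent replicates, the Si-NEC and Co-NEC log2 fold changes correlated with Pearson's r = 0.521 and Spearman's rho = 0.585. The simulated medians were 0.515 and 0.500, and 49 and 39 of the 100 draws were at least as large. The array weights moved r most, to 0.434.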

The subsequent qPCR analysis confirmed the downregulation of the *HBB* gene in Si-NEC groups (*p* < 0.05, Fig. 3d).

**Fig. 3:**
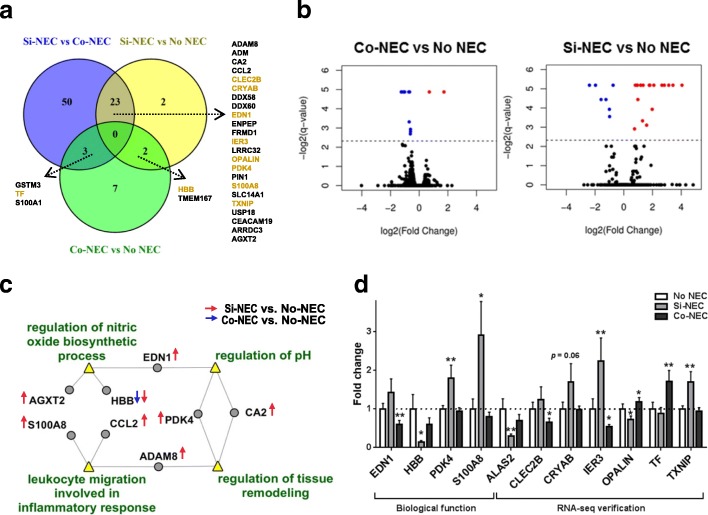
Hippocampal transcriptome in pigs with or without NEC. **a** Venn diagram indicates the number of hippocampal DEGs that were specifically related to Si-NEC (25 genes) and Co-NEC (10 genes), and two genes that were shared for both groups (*HBB* and *TMEM167*). These NEC-related DEGs are listed, including the genes further validated by qPCR in a larger cohort (highlighted in light brown, *n* = 9–16). **b** Volcano plots of RNA-seq hippocampal gene expression are shown as a scatter-plot of log_2_ changes in expression of NEC-affected pigs versus No NEC pigs plotted against the negative log of the *q* value (*n* = 5–6 per group). The genes up- or downregulated with FDR-adjusted statistical *q* value < 0.2 are shown as red and blue dots delineated by a dashed line. The transcriptional profiles for Si-NEC and Co-NEC pigs showed overlap in NEC-related effects for two genes, *HBB* and *TMEM 167B* (*p* < 0.0005). **c** Visualization of enriched biological processes defined by GO terms (yellow triangles), and Si-NEC and Co-NEC DEGs that are involved in the above biological processes are highlighted by red and blue arrows, correspondingly. **d** qPCR verification for selected NEC-related DEGs and DEGs were identified in biological functions at **c** by RNA-seq (*n* = 9–16 per group). Values are means ± SEMs. *p < 0.05; **p < 0.01 vs No NEC pigs (dashed line)

GO analysis of all these NEC-related genes revealed four biological processes in the hippocampus that might be related to NEC, including “leukocyte migration involved in inflammation response,” “regulation of nitric oxide biosynthetic process,” “regulation of tissue remodeling,” and “regulation of pH” (Fig. 3c; Additional file 3: Table S5). Most of the involved genes in these functions were upregulated only in Si-NEC pigs, except *HBB* (involved in the regulation of the nitric oxide biosynthetic process), which was downregulated in both NEC groups (Fig. 3c). Moreover, we identified 76 DEGs between Si-NEC versus Co-NEC group, and 23 and 3 of them were previously identified as the Si-NEC and Co-NEC-related genes, respectively (Fig. 3a, Additional file 3: Table S4 and Additional file 1: Figure S3c).

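The enriched processes in Fig. 3c involve 8 genes that were tested here, AGXT2, EDN1, HBB, CA2, PDK4, ADAM8, CCL2 and S100A8. In Si-NEC against No NEC pigs, 7 of the 8 were higher and HBB lower, with a median log2 fold change of 1.00. In Co-NEC pigs 4 of the 8 were higher, and the median log2 fold change was −0.02. Tested as a list with limma's camera, the 8 genes were higher in Si-NEC than in No NEC pigs (adjusted p = 0.000165 over 48 list tests) and higher in Si-NEC than in Co-NEC pigs (adjusted p = 0.000327, 7 of 8 genes, median log2 fold change 0.94). In Co-NEC against No NEC the adjusted p was 0.936. The study chose these genes on the same samples, and no camera call of any list held with fry or with the correlation between genes estimated from the data. EDN1, encoding endothelin 1, was at 3.98 ± 3.53 FPKM (SD, n = 6) in Si-NEC, 1.13 ± 0.472 (SD, n = 5) in No NEC and 1.26 ± 0.425 (SD, n = 5) in Co-NEC pigs. It was above every No NEC pig in 5 of 6 Si-NEC pigs, with a log2 fold change of 1.21 (standard error 0.43, exact permutation p = 0.0260, two-sided). CCL2, encoding a monocyte chemoattractant, was at 70.9 FPKM in Si-NEC pig 246-15 and at 0.659 to 4.82 FPKM in the other 15 pigs. Its log2 fold change in Si-NEC pigs was 1.25 (standard error 0.87) and 0.42 without pig 246-15. AGXT2 gave a log2 fold change of 1.04 in Si-NEC and −0.81 in Co-NEC pigs, with exact permutation p = 0.258 and 0.198 (two-sided). PDK4 and CA2 were each above every No NEC pig in 4 of 6 Si-NEC pigs, with log2 fold changes of 0.97 and 0.76 and exact permutation p = 0.0671 and 0.0887 (two-sided). Every one of these log2 fold changes had an adjusted p of 1 in Si-NEC against No NEC pigs. Leaving out single pigs kept them above 0 for the 7 genes higher in Si-NEC, but without pig 223-15 they were 0.53 for AGXT2 and 0.46 for CA2, and AGXT2 was at 0.39 without pigs 223-15 and 230-15. In Co-NEC pigs, AGXT2 was at −0.52 without No NEC pig 228-15.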

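The names in Table S4 were matched to 74 distinct entries, because ATP1A4 and CASQ1 share an entry, as do IFIT1 and IFIT3. Of the 74 entries tested, 73 had the direction of the table. The other, PLAC8, had a log2 fold change of −0.46 (standard error 0.81), while the log2 ratio of its group means was 1.21, with 29.6 FPKM in Si-NEC pig 246-15. By the table, 62 were higher and 12 lower in Si-NEC than in Co-NEC pigs. None of the 74 passed the threshold over all genes, where their smallest adjusted p was 0.634, and 36 had an unadjusted p under 0.05. Adjusted over the list alone, 48 passed 0.2 and 21 passed 0.05, in a list that the study chose on these samples. The 2 genes called were COX1, which was also called between Co-NEC and No NEC pigs, and ENSSSCG00000010942. The latter was listed at 2.90 to 8.46 FPKM in the 6 Si-NEC pigs, at 1.89 FPKM in Co-NEC pig 231-15 and at 0 in the other 4 Co-NEC pigs, with an adjusted p of 0.120. With single pigs left out in turn, it stayed past the threshold only without 231-15 or without 547-14. It was listed at 0 in 2 of the 5 No NEC pigs and at 10.7 FPKM in pig 550-14. No gene was called both here and between Si-NEC and No NEC pigs. The log2 fold change of S100A9 was 2.71 (standard error 0.76), and 5 of 6 Si-NEC pigs were above every Co-NEC pig (exact permutation p = 0.0216, two-sided). Its FPKM was 13.9 ± 11.6 (SD, n = 6) in Si-NEC and 0.889 ± 0.391 (SD, n = 5) in Co-NEC pigs. GSTM3 and S100A1 were above every Co-NEC pig in all 6 Si-NEC pigs, with log2 fold changes of 1.43 and 0.48 and exact permutation p = 0.0130 and 0.00433 (two-sided), where 6 pigs against 5 allow no p under 0.00216. Among the 62 genes higher in Si-NEC pigs, the highest pig was 246-15 for 29 and 223-15 for 25.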

Several genes specific to Si-NEC pigs from each category of biological processes were then validated by qPCR. Thus, upregulation of *PDK4* and *S100A8* in Si-NEC pigs was confirmed (*p* < 0.05, Fig. 3d). The gene mostly affected, *S100A8*, showed a sevenfold upregulation by RNA-seq and a threefold upregulation by qPCR in Si-NEC pigs (*p* < 0.05, Fig. 3d, Additional file 3: Table S3). In addition to genes within the enriched biological processes, the changes in expression of several other disease-specific Si-NEC and Co-NEC DEGs identified by RNA-seq were further verified by qPCR, including upregulation of *IER3* and *TXNIP* (*p* < 0.01 for both genes) and downregulation of *OPALIN* in Si-NEC pigs (*p* < 0.05) and upregulation of *TF* in Co-NEC pigs (*p* = 0.005, Fig. 3d). 

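S100A8 was at 12.5 ± 9.26 FPKM (SD, n = 6) in Si-NEC, 1.74 ± 0.912 (SD, n = 5) in No NEC and 1.37 ± 0.635 (SD, n = 5) in Co-NEC pigs. The ratio of the Si-NEC to the No NEC mean was 7.21. On the log2 scale of the fit the change was 2.24 (standard error 0.55), the largest increase among the Si-DEGs, with an adjusted p of 1 over all genes. It was above every No NEC pig in 5 of 6 Si-NEC pigs (exact permutation p = 0.00866, two-sided). The exception, Si-NEC pig 547-14, was at 2.21 FPKM, and the other 5 Si-NEC pigs were between 4.93 and 25.0 FPKM. With each pig left out in turn, the log2 fold change stayed between 1.97 and 2.62. Against Co-NEC pigs it was 2.47 (standard error 0.53, exact permutation p = 0.00649, two-sided). In Co-NEC against No NEC pigs it was −0.23 (standard error 0.31, exact permutation p = 0.516, two-sided).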

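IER3 was at 4.51 ± 3.90 FPKM (SD, n = 6) in Si-NEC and 1.04 ± 0.614 (SD, n = 5) in No NEC pigs, and 5 of 6 Si-NEC pigs were above every No NEC pig. The log2 fold change was 1.52 (standard error 0.48, exact permutation p = 0.00866, two-sided). TXNIP was at 38.5 ± 21.2 FPKM (SD, n = 6) in Si-NEC and 19.9 ± 2.65 (SD, n = 5) in No NEC pigs, a log2 fold change of 0.75 (standard error 0.35, exact permutation p = 0.110, two-sided). It was above every No NEC pig in 4 of 6 Si-NEC pigs and below all of them in 1, pig 547-14, at 15.8 FPKM. OPALIN, an oligodendrocyte gene, fell from 53.3 ± 21.2 FPKM (SD, n = 5) in No NEC to 32.4 ± 11.0 (SD, n = 6) in Si-NEC pigs, of which 4 were below every No NEC pig. Its log2 fold change was −0.67 (standard error 0.27, exact permutation p = 0.0541, two-sided) and stayed between −0.83 and −0.49 with each pig left out in turn. TF, encoding transferrin, was at 21.6 ± 7.55 FPKM (SD, n = 5) in Co-NEC and 13.0 ± 7.89 (SD, n = 5) in No NEC pigs. The log2 fold change was 0.80 (standard error 0.37, exact permutation p = 0.0952, two-sided, where 5 pigs against 5 allow no p under 0.00794), and 2 of 5 Co-NEC pigs were above every No NEC pig. The limma adjusted p was 0.812 for TF and 1 for the other 3 genes.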

Interestingly, *ALAS2* mRNA, encoding an enzyme involved in the heme biosynthesis pathway, was downregulated in Si-NEC pigs (*p* = 0.02, Fig. 3d), thus correlating with the downregulation of *HBB* expression.

### Altered expression of inflammatory-, hypoxia-, and plasticity-related genes in the hippocampus of Si-NEC pigs

Since a number of affected pathways and validated genes were related to inflammatory responses (Fig. 3c, d; Additional file 3: Table S5), we further investigated the expression of inflammatory genes, i.e., *ICAM1*, *IL6*, *IL8*, *SAA*, *S100A9* [48], *P Selectin*, *AGER* encoding RAGE, *TAGLN2* encoding Transgelin 2 [49], *CD14* [50], and *TLR4*, in the hippocampus. The results showed that *AGER*, *CD14*, *IL8*, *MMP8*, *SAA*, *S100A9*, and *TAGLN2* were upregulated in the Si-NEC group (*p* < 0.05, Fig. 4), whereas *P Selectin* and *ICAM1* showed only a tendency to be upregulated in this group (*p* = 0.05 and *p* = 0.06, respectively). Inflammation is characterized by changes in tissue oxygen supply and generation of reactive oxygen and nitrogen species. Among the above upregulated pro-inflammatory genes in Si-NEC pig hippocampi, many have been shown to be associated with hypoxia [51–54], including *EDN1*, *PDK4*, *IER3*, *TXNIP* (Fig. 3d) and *AGER*, *CLEC14a*, *TAGLN2*, *TTR*, *p75*, and *THBS1* (Fig. 4). Importantly, among all aforementioned genes only *IL6* and *TTR* were upregulated in the Co-NEC group (Fig. 4), suggesting that the hippocampal response to NEC differed between Si-NEC and Co-NEC pigs. Of note, a number of qPCR-validated genes related to inflammation and hypoxia, including *IL-6*, *p75*, *THBS1*, and *VIM* have been previously shown to regulate physiological neuronal plasticity, learning, and memory [54–56]. Collectively, our results show that NEC, especially in the small intestine, is associated with immediate changes in inflammatory- and hypoxia-related gene expression in the developing hippocampus.

**Fig. 4:**
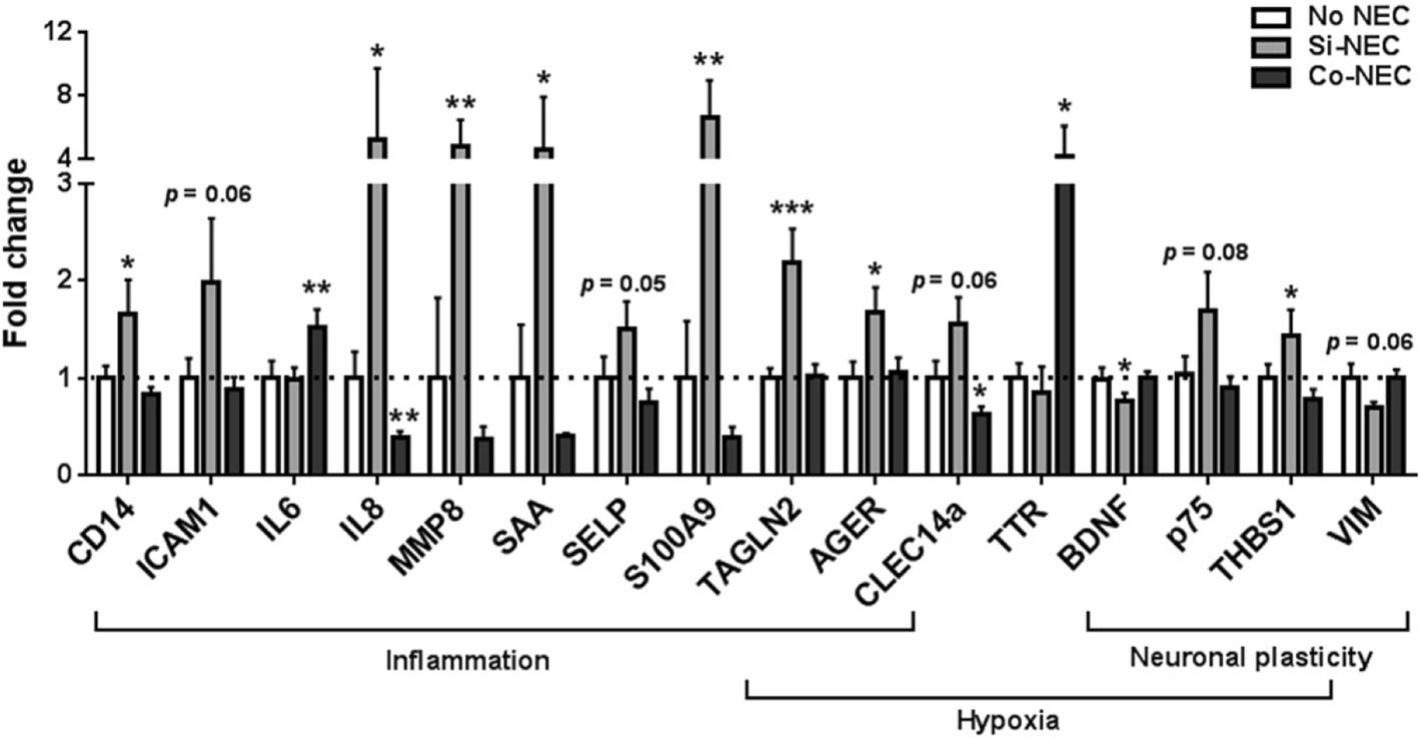
Inflammation- and hypoxia-related hippocampal gene expression in pigs with or without NEC measured by qPCR. Values are means ± SEMs, *n* = 9–16 per group. *p < 0.05; **p < 0.01; ***p < 0.001 vs No NEC pigs (dashed line)

### NEC is associated with microglia activation

We further proceeded to study whether changes in the CSF cytokine profile and hippocampal gene expression in NEC pigs were related to the activation of resident microglia. The hippocampi from pigs with or without NEC were stained for microglia marker Iba1, and the number and morphology of microglial cells was analyzed using an unbiased stereological approach (Fig. 5a). There were no statistical differences in total microglia number among groups (*p* > 0.05, Fig. 5b). Analysis of the morphological phenotype of Iba1-positive cells showed that microglia with ramified processes were the most prominent type in all three groups. However, microglia with the amoeboid phenotype [38] were also observed, and their number increased significantly in hippocampi of both NEC groups (*p* < 0.01; Fig. 5c). Thus, despite there was no change in the total number of Iba1-positive cells in Si-NEC and Co-NEC, both NEC groups showed marked increases in the proportion of pro-inflammatory amoeboid microglia. Neither the number of the Iba + microglial cells nor the proportion of amoeboid cells in the hippocampus were affected by sex (*p* = 0.24, *p* = 0.31, respectively).

**Fig. 5:**
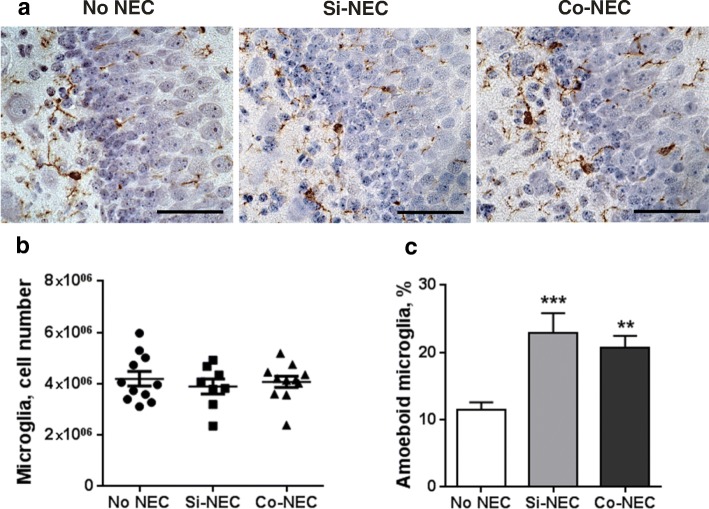
NEC lesions were associated with microglial activation in the hippocampus. **a** Representative images showing the Iba1-positive microglial cells in the hippocampus of No NEC, Si-, and Co-NEC pigs. Scale bar is 50 μm. **b** Scatter plot showing stereological quantification of total number of microglia with horizontal bars representing means ± SEMs. **c** Ratio of amoeboid cells to the total number of Iba1-positive cells. Values are means ± SEMs. **p < 0.01; ***p < 0.001 vs No NEC pigs

### S100A9 and the S100A8/S100A9 heterocomplex promote neurite outgrowth

Finally, we further investigated the potential biological effects of proteins encoded by highly NEC-associated hippocampal genes, namely S100A8 and S100A9 (calgranulins). Several other members of the S100 family, including S100A4 and S100A12, have previously been shown to promote neurite outgrowth from different types of primary neurons [57, 58]. Consequently, we investigated whether S100A8, S100A9, and the S100A8/S100A9 heterocomplex (calprotectin) affected developing hippocampal neurons in vitro. Primary neurons were stimulated with serially diluted S100A9, S100A8, and S100A8/A9 for 24 h. As shown in Fig. 6a, b, S100A9 and S100A8/A9 promoted neurite outgrowth in a dose-dependent manner, while no effect of S100A8 on neurite extension could be detected. The data further support that inflammation-induced proteins may affect developing hippocampal neurons.

**Fig. 6:**
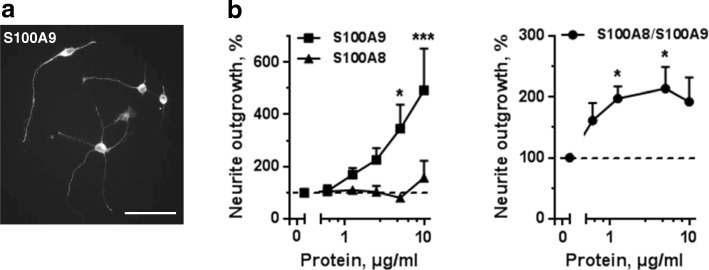
Neurotrophic effects of serially diluted S100A8, S100A9, and their heterocomplex of S100A8/S100A9 in primary hippocampal neurons. **a** Representative image illustrating S100A9-induced neurite outgrowth. **b** Quantification of neurite outgrowth from neurons stimulated with S100A9, S100A8, and S100A8/S100A9 hetero-complex for 24 h. Data were produced from four to six independent experiments and normalized to unstimulated controls which were set to 100% (dashed line). Values are means ± SEMs. *p < 0.05; ***p < 0.001 versus unstimulated controls

## Discussion

In contrast to term infants, a preterm infant has an immature gastrointestinal tract, brain, and immune system and such infants have high risks of both NEC and brain damage in early life. Severe NEC is known to be strongly associated with abnormalities in white and gray matters and poor neurodevelopmental outcomes which develop later in life [7, 59, 60]. For obvious reasons, the brain samples from neonates are inaccessible; thus, it remains unclear whether NEC lesions are associated with immediate adverse responses in the developing brain. Understanding the early NEC-related events in the brain is important to identify new protective strategies for preterm infants during the immediate neonatal period. Taking advantage of a clinically-relevant preterm pig NEC model, we now document that acute NEC located in the small intestine is associated with decreased physical activity and changes to hippocampal gene expression. NEC lesions that include the small intestine (with or without colon lesions) were associated with more profound responses in the developing hippocampus, relative to NEC lesions present exclusively in the colon region. This observation is consistent with the experience from human infants in which NEC diagnosis requiring subsequent tissue resection usually involves the presence of severe NEC lesions in the small intestine [27].

Exposure of rodent hippocampal neurons to CSF samples from NEC pigs promoted neuronal differentiation in vitro. The differentiation of neuronal precursor cells towards polarized neurons occurs via well-defined morphological steps and includes neurite outgrowth followed by neurite differentiation into dendrites and axons, and synapse formation. This differentiation is orchestrated by a number of factors, including immune-related molecules [61, 62], whose basal expression is much higher in the developing brain, compared with the mature brain [14, 63, 64]. In our study, the observed increase in neurite outgrowth and branching of neurites induced by CSF from NEC-affected animals may therefore be a consequence of elevated levels of pro-inflammatory cytokines (e.g.,VEGF [45], MMP-8 [43], CINC-3 [65] (called CXCL2 in humans) and INF-γ [42]). The promotion of neurite outgrowth from hippocampal neurons was confirmed specifically for VEGF and CINC-3, which further supports the hypothesis that at least some inflammation-induced factors may affect neuronal plasticity. Consistent with this, two hippocampal inflammation-related genes, coding for S100A8 and S100A9, were upregulated in Si-NEC pigs. These proteins form homodimers (Calgranulins) and a heterocomplex (Calprotectin) and are shown to interact and regulate the biological activities of receptors for advanced glycation end products (RAGE) and TLR4 (gram-negative bacterial liposaccharide receptor). Although S100A8 and S100A9 were upregulated within the CNS in response to different pathological conditions [66, 67], their role in brain development is poorly understood. We now first show that the extra-cellular application of S100A9 or S100A8/A9 (but not S100A8 alone) dose-dependently promotes neurite outgrowth from primary hippocampal neurons, further pointing to the stimulatory effect of inflammatory factors on neuronal plasticity. In addition to S100A8/A9, the neuritogenic and neuroprotective effects may also be induced by *ADAM8* [68] which was upregulated specifically in the Si-NEC group. Likewise, hippocampal upregulation of transferrin (*TF*), particularly in the Co-NEC group, confirms previous results on neurite outgrowth in vitro [69]. 

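ADAM8 was at 0.112 to 0.519 FPKM in 15 of the 16 pigs and at 21.6 FPKM in Si-NEC pig 224-15. The mean was 3.85 ± 8.69 FPKM (SD, n = 6) in Si-NEC, 0.227 ± 0.0559 (SD, n = 5) in No NEC and 0.296 ± 0.163 (SD, n = 5) in Co-NEC pigs. Its log2 fold change in Si-NEC against No NEC pigs was 0.92 (standard error 0.79, exact permutation p = 0.426, two-sided) and 0.11 without pig 224-15. Of the 6 Si-NEC pigs, 4 were above every No NEC pig (medians 0.389 and 0.228 FPKM), and without pig 224-15 the log2 ratio of the group means was 0.39, against 4.09 with all pigs. Against Co-NEC pigs the values were 0.81 (standard error 0.79, exact permutation p = 0.643, two-sided) with all pigs and 0.0031 without it.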

Apart from affecting neural maturation, pro-inflammatory cytokines are also well known to interfere with oligodendrocyte maturation and myelination processes [47]. In line with this notion, Si-NEC preterm pigs showed downregulation of *OPALIN*, a marker of mature oligodendrocytes [70]. Based on our results, we suggest that inflammation-induced factors may have effects on immature neurons to enhance their maturation and confer neuronal plasticity which might lead to redirection of the neural network formation and consequently to neurodevelopmental disorders. This is consistent with the notion that neonatal inflammation is closely associated with neurological disorders such as schizophrenia, autism spectrum disorder, and Rett syndrome [64, 71]. We speculate that peripheral inflammation in the gut may lead to dysregulation of neuronal differentiation and formation of synaptic networks and have long-term neurodevelopmental consequences.

It is widely accepted that inflammation and oxidative stress responses often occur simultaneously, but it is unclear if hypoxia-activated genes have consecutive, correlative, or causal roles. 

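A list of genes induced by hypoxia, of which 21 were tested, had a median log2 fold change of 0.06 in Si-NEC against No NEC pigs, with 13 of 21 genes higher (limma's camera, adjusted p = 0.142 over all list tests). That median was 0.02 without pig 223-15, 0.11 without 228-15 and 0.10 without 547-14 or 226-15. In Co-NEC against No NEC the median was 0.03 and the adjusted p 0.854. Averaged per pig, the 21 genes differed by 0.17 on the log2 scale between Si-NEC and No NEC pigs (exact permutation p = 0.113, two-sided). The 19 of them outside Tables S2 to S4, which the study chose on these pigs, differed by 0.08 (exact permutation p = 0.366, two-sided). ALAS2 was at 0.793 ± 0.473 FPKM (SD, n = 6) in Si-NEC and 2.32 ± 2.95 (SD, n = 5) in No NEC pigs, with 7.49 FPKM in No NEC pig 550-14. Its log2 fold change was −0.74 (standard error 0.52, exact permutation p = 0.268, two-sided) and −0.24 without that pig. Across the 16 pigs, HBB and ALAS2 correlated with Pearson's r = 0.927 (permutation p = 1e-05, the smallest these permutations can give, adjusted p = 1.8e-05 over 9 correlations) and Spearman's rho = 0.876 (permutation p = 3e-05, adjusted p = 9e-05). Without the 2 pigs farthest from the median of HBB, 539-14 at 22.3 FPKM and 550-14, r was 0.812 (permutation p = 0.0004, adjusted p = 0.0006) and rho 0.815 (permutation p = 0.00067, adjusted p = 0.001). Within the 6 Si-NEC pigs, r was 0.894 (exact permutation p = 0.04, adjusted p = 0.04) and rho 0.771 (exact permutation p = 0.1, adjusted p = 0.1), and the other groups held fewer than 6 pigs. Among the 6 pigs whose number ends in 14, r was 0.980 (exact permutation p = 0.0028, adjusted p = 0.0036) and rho 0.943 (exact permutation p = 0.017, adjusted p = 0.019). Among the 10 pigs whose number ends in 15, r was 0.779 (permutation p = 0.0092, adjusted p = 0.01) and rho 0.818 (permutation p = 0.0059, adjusted p = 0.0076). After the group means were removed, r was 0.930 and rho 0.938, so the relation held between pigs of the same group. All of these tests were two-sided.

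**Figure D2:**
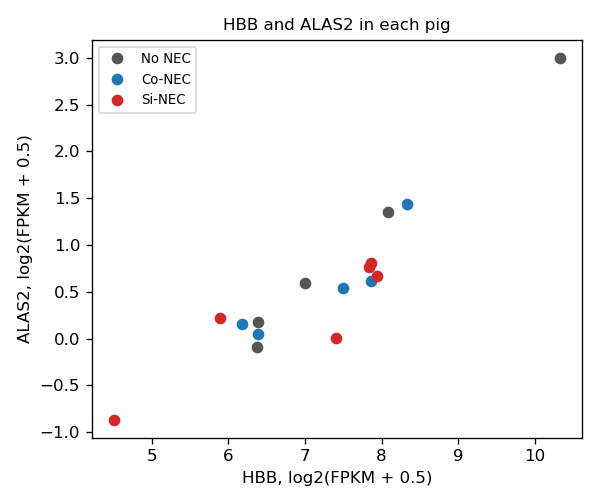
HBB and ALAS2 in each of the 16 pigs, as log2(FPKM + 0.5) on both axes, with 1 point per pig coloured by group. The point at the upper right is No NEC pig 550-14.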

The Si-NEC DEGs were highly enriched with upregulated genes related to hypoxia (see the “Results” section) and downregulated transcripts encoding *HBB* and its synthetase *ALAS2*. Hemoglobin beta (HBB) is known to be expressed in neurons [72], hippocampal astrocytes, and mature oligodendrocytes [73] and is neuroprotective against oxidative and nitrosative stresses [74]. HBB may also support neuronal metabolism via epigenetic control of histones [75] and neuronal mitochondria functions [72]. Thus, Si-NEC-related downregulation of *HBB* may therefore uncover neurons for potential oxidative and NO stress and inhibit hippocampal mitochondrial functions. Together, inflammation- and hypoxia-related events appear responsible for effects of Si-NEC on the developing hippocampus.

We observed an increase in the amoeboid microglia population in the hippocampus of NEC pigs, which constituted about 10–20% of the total microglial cells. However, we did not observe difference between groups in the total number of microglia. 

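ADM, encoding adrenomedullin, was at 3.60 ± 3.09 FPKM (SD, n = 6) in Si-NEC, 0.897 ± 0.575 (SD, n = 5) in No NEC and 1.08 ± 0.809 (SD, n = 5) in Co-NEC pigs. It was above every No NEC pig in 5 of 6 Si-NEC pigs, and the highest value was 9.72 FPKM in pig 246-15. The log2 fold change in Si-NEC against No NEC pigs was 1.38 (standard error 0.41, limma adjusted p = 1, exact permutation p = 0.0130, two-sided) and 1.06 without pig 246-15.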

The relative low abundance of activated microglia may be explained by the upregulation of *ADM*, as adrenomedullin downregulates LPS-induced microglia activation and decreases the production of pro-inflammatory cytokines in vitro [76]. Further, upregulated expression of *S100A8* and *S100A9*, and of their RAGE receptor, may play a role, as soluble RAGE can function as a decoy receptor attenuating the pro-inflammatory effects of S100 proteins. Finally, NEC-related upregulation of *USP18* (Fig. 3a, Additional file 3: Table S3), encoding ubiquitin-specific protease 18, a negative regulator of microglia activation [77], therefore may counteract effect of NEC on microglia activation.

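USP18 was at 52.8 FPKM in Si-NEC pig 246-15 and between 0.785 and 1.70 FPKM in the other 5 Si-NEC pigs. The No NEC pigs were between 0.848 and 6.15 FPKM and the Co-NEC pigs between 1.16 and 2.97 FPKM. The log2 fold change in Si-NEC against No NEC pigs was 0.08 (standard error 0.86, exact permutation p = 0.972, two-sided), and −0.74 without pig 246-15. It was also below 0 with sex as a covariate, at −0.03, and with array weights, at −0.02. DDX58 and DDX60, interferon-induced genes also listed as Si-DEGs, followed the same pattern. They were at 29.0 and 11.1 FPKM in pig 246-15, and their log2 fold changes of 0.31 and 0.47 became −0.25 and −0.22 without it.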

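Lists of response genes and the genes of Fig. 4 were also compared between groups with camera, at a preset correlation between genes of 0.01. None of the calls below held with fry or with that correlation estimated from the data. Genes that respond to NF-kB were higher in Si-NEC than in No NEC pigs, with a median log2 fold change of 0.43 and 11 of 14 genes higher (adjusted p = 0.000815). Glucocorticoid-response genes gave a median of 0.25, with 12 of 14 higher (adjusted p = 0.00148). For the 13 tested genes of Fig. 4 the median was 0.41, with 11 of 13 higher (adjusted p = 0.00365). Together with the genes of the enriched processes, 4 lists passed an adjusted p of 0.05 in Si-NEC and 0 in Co-NEC against No NEC pigs, where 0 lists also had an unadjusted p under 0.05. The difference between the NEC groups was tested directly in Si-NEC against Co-NEC pigs, where 5 lists passed. The NF-kB list had a median log2 fold change of 0.60 there (13 of 14 genes higher, adjusted p = 0.000258). The glucocorticoid-response list had 0.27 (12 of 14, adjusted p = 0.000941). A list of neutrophil genes had 0.31 (7 of 9, adjusted p = 0.00508), and 0.48 without pig 225-15. The other 2 were the lists of enriched processes and of Fig. 4. Table S4, which the study called in this comparison on the same pigs, holds 7 of the 13 genes of Fig. 4, 5 of the 14 NF-kB, 4 of the 14 glucocorticoid-response and 4 of the 9 neutrophil genes, so that the Fig. 4 list is no test here and the others are not independent of it. Without the genes of Tables S2 to S4, the NF-kB list had a median of 0.27 there (8 of 9 higher, camera, unadjusted p = 0.0506). The glucocorticoid-response list then had 0.17 (8 of 10 higher, camera, unadjusted p = 0.0187). Averaged per pig, the reduced NF-kB list differed by 0.40 (exact permutation p = 0.297, two-sided) between Si-NEC and Co-NEC pigs. The reduced glucocorticoid-response list differed by 0.14 (exact permutation p = 0.193, two-sided). Without S100A8 and S100A9, the neutrophil list had a median of 0.20 in Si-NEC against Co-NEC pigs (5 of 7 higher, camera, unadjusted p = 0.118). Averaged per pig, the NF-kB list differed by 0.60 between Si-NEC and No NEC pigs (exact permutation p = 0.123, two-sided) and the glucocorticoid-response list by 0.29 (exact permutation p = 0.0801, two-sided), with 4 of 6 Si-NEC pigs above every No NEC pig for both. NFKB1, a gene of the NF-kB list, was listed at 0 in 4 pigs, which can be a failed estimate. Without it the list differed by 0.54 between Si-NEC and No NEC pigs (exact permutation p = 0.0866, two-sided) and by 0.59 between Si-NEC and Co-NEC pigs (exact permutation p = 0.0758, two-sided). Averaged per pig between Si-NEC and Co-NEC pigs, the NF-kB list differed by 0.59 (exact permutation p = 0.167, two-sided), the glucocorticoid-response list by 0.26 (exact permutation p = 0.0996, two-sided) and the neutrophil list by 0.73 (exact permutation p = 0.0606, two-sided). Without pig 246-15 the median log2 fold change of the NF-kB list was 0.21 in Si-NEC against No NEC and 0.30 against Co-NEC pigs, and that of the Fig. 4 list was 0.27 in Si-NEC against No NEC, as it was without 253-15, and 0.63 without 228-15.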

Overall, we observed more profound changes in hippocampal gene expression in Si-NEC pigs than in Co-NEC pigs. These changes suggest potential neuroinflammation, hypoxia, and oxidative distress, which are more evident in the pigs with NEC lesions in the small intestine than in the colon. This may be because the small intestine is more vulnerable to insults in early life than the colon [78, 79], and small intestinal NEC is more often linked to increased disease severity and mortality, less nutrient absorption, and high risk of bacterial translocation [28]. Some of the pigs in Si-NEC group also had NEC lesions in the colon, yet the hippocampal gene expression profile of these pigs were not different from the pigs only having NEC in the small intestine (Additional file 1: Figure S4). Apart from neonatal inflammation, NEC-associated malnutrition and poor growth are also risk factors for brain injuries and neurodevelopmental impairments in preterm infants [80–82]. However, nutritional factors may not play a critical role in the present study considering the continuous parenteral nutrition supply for all animals and body weight was not different among the groups.

## Conclusion

Our results help explain why NEC in early life is linked to poor neurological outcome later in preterm infants. We show that especially NEC lesions in the small intestine are associated with altered physical activity and with profound effects on hippocampal gene expression, related to inflammation and hypoxia. CSF from NEC-positive pigs promotes neurite outgrowth and neuronal branching, thus suggesting that peripheral inflammation may interfere with neuronal maturation. The results show the importance of providing brain-protective interventions to hospitalized preterm infants that experience severe NEC lesions. Further research is required to investigate whether NEC-associated inflammation in the developing brain adversely affects neural network formation and cognitive function more long term.

## Additional files

Additional file 1: **Figure S1.** Representative images of the small intestine and the colon with or without NEC lesions. The depicted lesions in the small intestine corresponds to NEC score 6, and lesions in the colon correspond to NEC score 4. **Figure S2.** Pro-inflammatory protein profiles in CSF from Si-NEC, Co-NEC, and No NEC pigs. Four to seven CSF samples from each group were equally pooled and 100 μl of undiluted CSF mixture from each group was applied to the pre-configurated sandwich Rat Cytokine Array G2 (AAR-CYT-G2–8, RayBiotech, USA according to the manufacturer’s protocol. The chip was scanned with a laser scanner using the Cy3 channel with background subtraction and data normalization among sub-arrays. In the array, antibodies were spotted twice, providing two technical replicates for each of the 34 tested proteins, using a standard chip layout (www.raybiotech.com/g-series-rat-cytokine-array-g2-4.html). Values are the mean signal intensity normalized to No NEC. **Figure S3.** Bar-graphs summarizing the RNA-seq results for differentially expressed hippocampal genes between the (**a**) Co-NEC vs No NEC, (**b**) Si-NEC vs No NEC, and (**c**) Si-NEC vs Co-NEC groups (log_2_ fold changes). **Figure S4.** Hippocampal gene expression profile is similar between pigs diagnosed with small intestinal NEC and pigs with both small intestinal and colonic NEC, which are both different from Co-NEC group. PCA based on relative gene expression measured by microfluidic qPCR analysis. (PPT 7404 kb)

Additional file 2: **Table S1.** Characteristics of preterm pigs included in the study. (DOCX 14 kb)

Additional file 3: **Table S2.** Differentially expressed genes (DEGs) between Co-NEC and No-NEC groups. Listed are all the identified DEGs (*q* value < 0.2), with corresponding location, average FPKM in each group, the (base 2) log of the fold change, the value of the test statistic from Cufflinks, the uncorrected *p*-value and FDR-adjusted p-value (*q* value). **Table S3.** Differentially expressed genes (DEGs) between Si-NEC and No-NEC groups. Listed are all the identified DEGs (*q* value < 0.2), with corresponding location, average FPKM in each group, the (base 2) log of the fold change, the value of the test statistic from Cufflinks, the uncorrected p-value and FDR-adjusted p-value (*q* value). **Table S4.** Differentially expressed genes (DEGs) between Si-NEC and Co-NEC groups. Listed are all the identified DEGs (*q* value < 0.2), with corresponding location, average FPKM in each group, the (base 2) log of the fold change, the value of the test statistic from Cufflinks, the uncorrected p-value and FDR-adjusted p-value (*q* value). **Table S5.** Gene ontology enrichment analysis of DEGs between NEC and No-NEC groups. Listed are enriched gene ontology terms, corrected *p*-values and involved genes. **Table S6.** List of gene names, primer sequences and amplicon length of all primers, used in the study. *, reference genes. (XLSX 61 kb)

## Abbreviations

CINC: Cytokine-induced neutrophil chemoattractant
CRP: C-reactive protein
CSF: Cerebrospinal fluid
DEG: Differentially expressed genes
ELISA: Enzyme-linked immunosorbent assay
GAP-43: Growth-associated protein GAP-43
HBB: Hemoglobin beta
ICAM-1: Inter-cellular adhesion molecule 1
MIP: Macrophage inflammatory protein
NEC: Necrotizing enterocolitis
PBS: Phosphate-buffered saline
PCR: Polymerase chain reaction
RAGE: Receptor for advanced glycation end products
RIN: RNA integrity number
SEM: Standard error of the mean
TIMP: Tissue inhibitor of metalloproteinase
VEGF: Vascular endothelial growth factor

# Supplementary material for: Necrotizing enterocolitis is associated with acute brain responses in preterm pigs
**Source:** J Neuroinflammation. 2018 Jun 9;15:180. doi: 10.1186/s12974-018-1201-x
**Supplement:** Supplementary file 1 — Figure S1. Representative images of the small intestine and the colon with or without NEC lesions. The depicted lesions in the small intestine corresponds to NEC score 6, and lesions in the colon correspond to NEC score 4. Figure S2. Pro-inflammatory protein profiles in CSF from Si-NEC, Co-NEC, and No NEC pigs. Four to seven CSF samples from each group were equally pooled and 100 μl of undiluted CSF mixture from each group was applied to the pre-configurated sandwich Rat Cytokine Array G2 (AAR-CYT-G2–8, RayBiotech, USA according to the manufacturer’s protocol. The chip was scanned with a laser scanner using the Cy3 channel with background subtraction and data normalization among sub-arrays. In the array, antibodies were spotted twice, providing two technical replicates for each of the 34 tested proteins, using a standard chip layout (www.raybiotech.com/g-series-rat-cytokine-array-g2-4.html). Values are the mean signal intensity normalized to No NEC. Figure S3. Bar-graphs summarizing the RNA-seq results for differentially expressed hippocampal genes between the (a) Co-NEC vs No NEC, (b) Si-NEC vs No NEC, and (c) Si-NEC vs Co-NEC groups (log2 fold changes). Figure S4. Hippocampal gene expression profile is similar between pigs diagnosed with small intestinal NEC and pigs with both small intestinal and colonic NEC, which are both different from Co-NEC group. PCA based on relative gene expression measured by microfluidic qPCR analysis.

## Slide 1
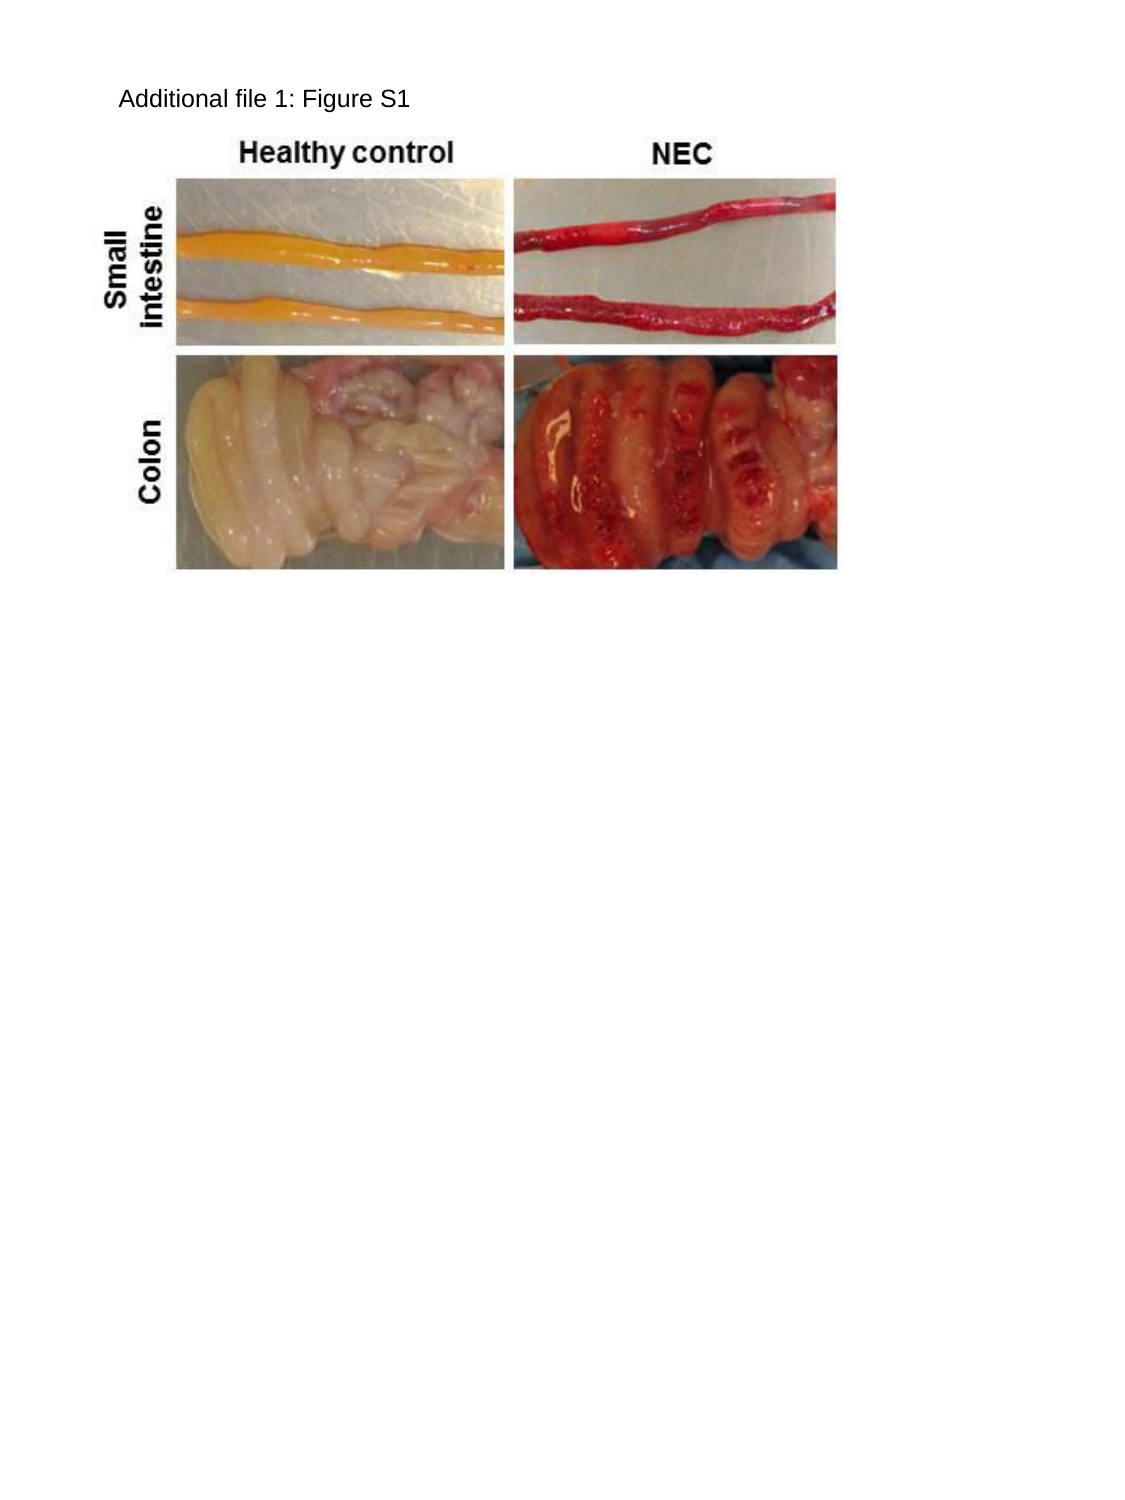

Additional file 1: Figure S1

## Slide 2
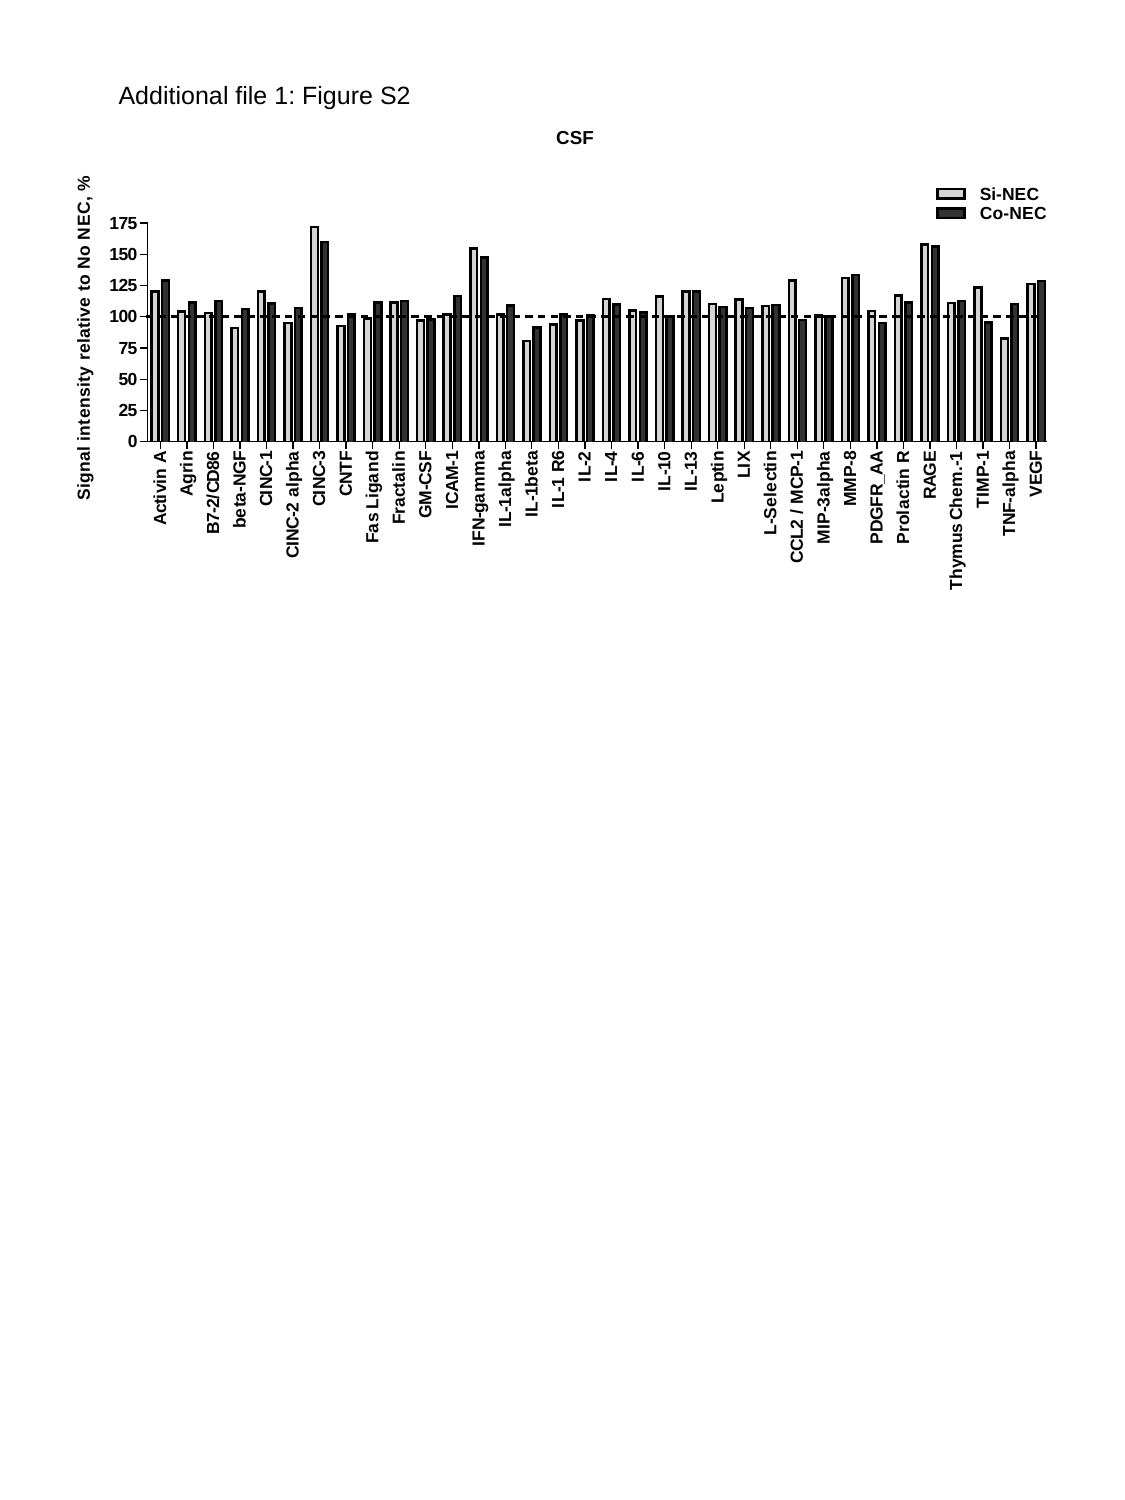

Additional file 1: Figure S2
CSF

## Slide 3
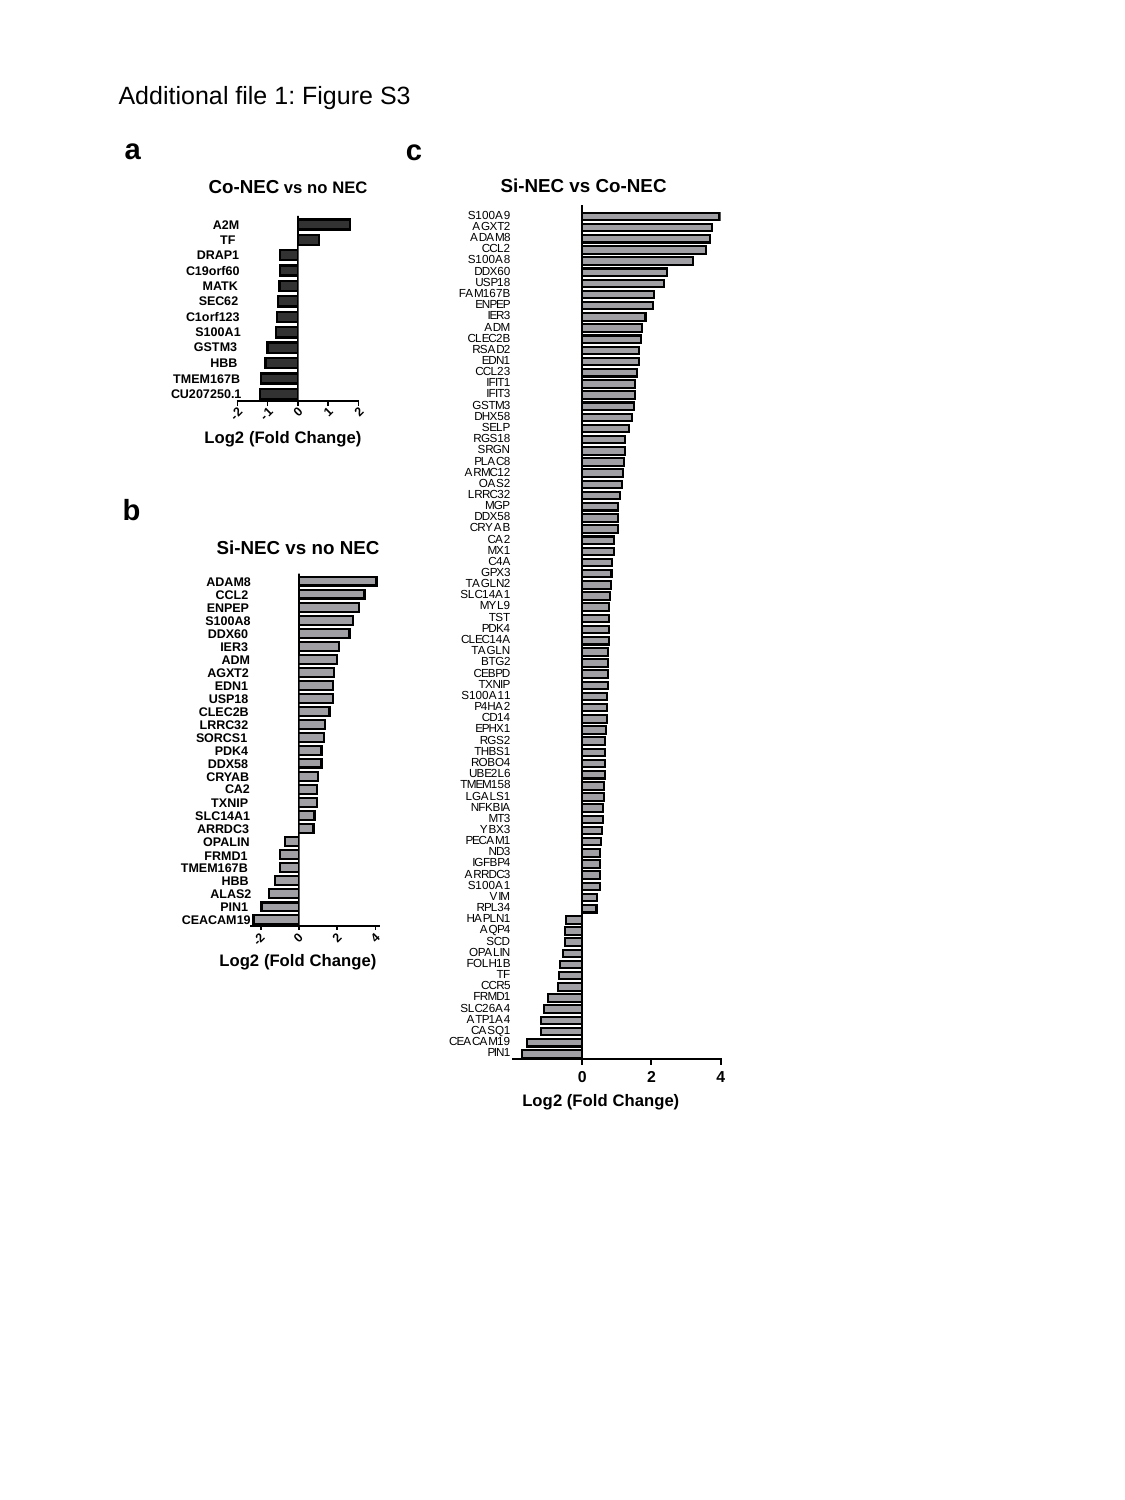

Additional file 1: Figure S3
a
c
Si-NEC vs Co-NEC
Log2 (Fold Change)
Co-NEC vs no NEC
A2M
TF
DRAP1
C19orf60
MATK
SEC62
C1orf123
S100A1
GSTM3
HBB
TMEM167B
CU207250.1
2
1
0
1
2
-
-
Log2 (Fold Change)
b
Si-NEC vs no NEC
ADAM8
CCL2
ENPEP
S100A8
DDX60
IER3
ADM
AGXT2
EDN1
USP18
CLEC2B
LRRC32
SORCS1
PDK4
DDX58
CRYAB
CA2
TXNIP
SLC14A1
ARRDC3
OPALIN
FRMD1
TMEM167B
HBB
ALAS2
PIN1
CEACAM19
2
0
2
4
-
Log2 (Fold Change)

## Slide 4
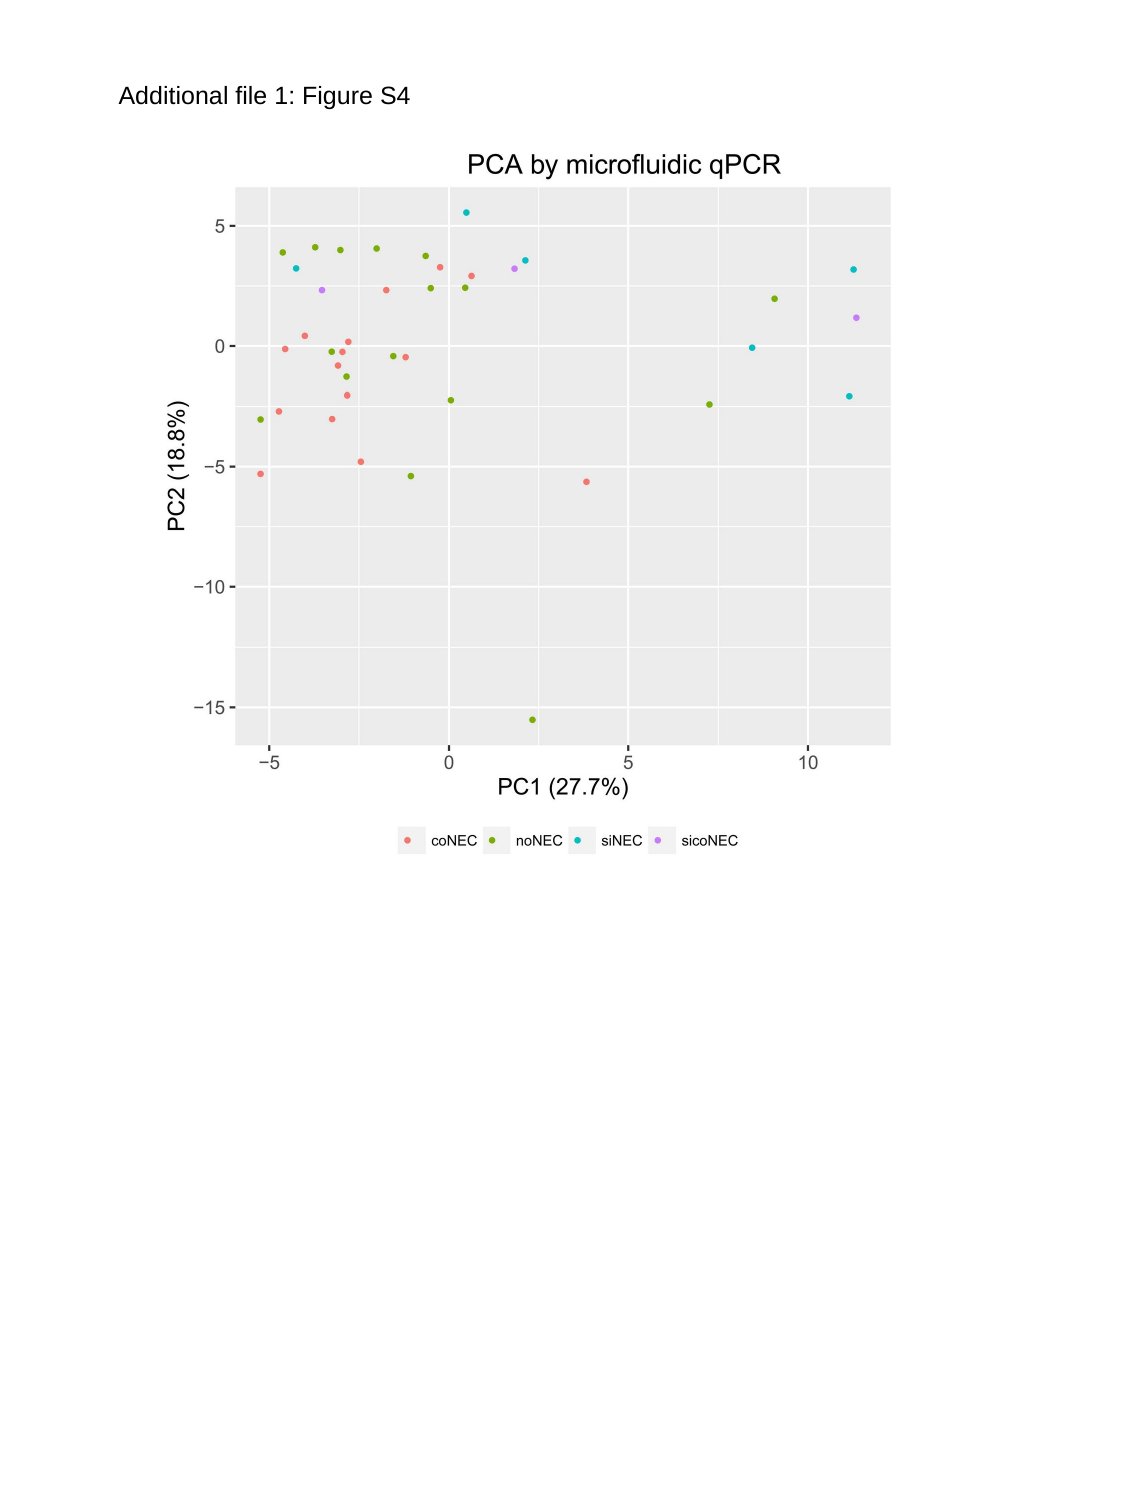

Additional file 1: Figure S4

# Supplementary material for: Necrotizing enterocolitis is associated with acute brain responses in preterm pigs
**Source:** J Neuroinflammation. 2018 Jun 9;15:180. doi: 10.1186/s12974-018-1201-x
**Supplement:** Supplementary file 2 — Table S1. Characteristics of preterm pigs included in the study.

**Table S1. Characteristics of preterm pigs included in the study.**

|  | **No NEC** | **Si NEC** | **Co NEC** |
| --- | --- | --- | --- |
| Birth weight, g | 904 ± 31 | 908 ± 73 | 929 ± 37 |
| Final body weight, g | 906 ± 34 | 1061 ± 94 | 1034 ± 44 |
| Female:Male | 20:31 | 7:6 | 20:14 |
| Number of pigs | 51 | 13 (5)^1^ | 34 |
| Time taken for first eye opening, h | 25 ± 3 | 45 ± 12 | 27 ± 3 |
| Time taken for first stand, h | 46 ± 6 | 48 ±11 | 42 ±5 |
| Time taken for first walk, h | 51 ± 6 | 54 ± 10 | 57 ± 8 |
| Plasma glucose, mM | 5.2 ± 0.6 | 5.9 ± 0.6 | 9.2 ± 2.3 |

^1^The number in the bracket represents number of pigs with NEC score≥4 in both the small intestine and the colon regions.

How the deposited data were processed for this re-analysis (not part of the article)

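RNA from the hippocampi of 16 pigs was measured, 6 with Si-NEC, 5 with Co-NEC and 5 without NEC, and the group and sex of each pig were taken from the sample labels. The authors trimmed the reads, aligned them with Tophat and estimated FPKM with Cufflinks, and these deposited FPKM values per gene and pig were the starting point here. The paper's text does not name the step that wrote the table or any scaling between pigs in it. No read counts were available, so no depth per pig, counting error or detection limit could be computed, and the precision of single values is unknown.

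The 1779 entries identical in every value to another entry were dropped. Entries with a mean of at least 0.5 FPKM over the 16 pigs were tested, on log2(FPKM + 0.5). Each pair of groups was fitted on its own with limma 3.58.1 in R 4.3.3 (lmFit, then eBayes with a mean-variance trend), with no covariate, Benjamini-Hochberg adjustment and the study's threshold of 0.2, and the count at 0.05 was kept beside it. The threshold for lists of genes was an adjusted p of 0.05. Single genes were also compared with two-sided exact permutation tests of the difference in mean log2 value. The groups as a whole were compared with one-sided exact permutation tests of the pseudo-F of Euclidean distances. Interactions with sex were fitted with limma. Correlations across pigs were tested with 100000 permutations, or exactly for 6 pigs. Per-pig tables were made in Python 3.11.15 with numpy 2.4.6, pandas 2.3.3 and scipy 1.17.1, and plots with matplotlib 3.10.9. The fits were tested on simulated data with known changes. In a simulation of 100 lists of unchanged genes, camera gave 4 with an unadjusted p under 0.05. The simulated genes were independent, so this does not test the preset correlation between genes in the real pigs. In 100 splits of the real pigs, the real grouping included, with adjustment over 16 lists, a median of 3 lists passed for Si-NEC against No NEC. That median was 2 for Co-NEC against No NEC and 3 for Si-NEC against Co-NEC.

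The groups, the comparisons with their tests, the lists and the alternatives were set before the data were examined, apart from the additions named as such. The genes named are those that the paper's text or Fig. 3 names from the RNA-seq and, for each comparison, up to 3 further genes past the threshold with the smallest p that moved the same way in every pig. Names were joined through the symbols of a reference table and, for 25 names without one, through the group means printed in Tables S2 to S4, allowing a log2 gap of at most 0.05 and requiring the next entry to lie at least 3 times farther. SEC62 was not matched. The result of 1 gene of the tables is not reported.

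Lists of marker and response genes were tested with camera from limma, with a preset correlation of 0.01, and with Benjamini-Hochberg adjustment over 48 tests. They covered erythroid, neutrophil, microglia, astrocyte, oligodendrocyte, oligodendrocyte precursor, neuron, endothelial, mural and meningeal, and choroid plexus genes, the responses to hypoxia, interferon, NF-kB and glucocorticoids, the study's genes of the enriched processes and the study's Fig. 4 genes. Of 17 lists, 16 had at least 3 genes tested. The platelet list had 1 gene tested and was left out.

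The alternatives were pseudocounts of 0.1 and 1, no filter and a minimum mean of 1 FPKM, rescaling of each pig by the median of ratios to the geometric mean, all 3 groups in one fit, covariates for sex, for the suffix of the pig's number and for blocks of neighbouring numbers, eBayes without a trend and with robust estimation, array weights, an adjusted p of 0.05, camera with an estimated correlation, fry, and leaving out each pig in turn. Leaving out pigs 223-15 and 230-15 together, leave-one-out tests of the separation, its exact tests on values with the mean of each sex, suffix or block removed and pigs exchanged only within them, the NF-kB list without NFKB1, and the covariates and array weights for the overlap of the 2 comparisons were added after the data were seen. The paper's enrichment of biological processes was not rerun because it needs an annotation of processes that was not used here, and the qPCR data were not analysed here. The plan was to check sex with XIST and genes of the Y chromosome, which were not found by name among the values, so entries that separate the labelled sexes were picked from the values, which does not test the labels.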

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

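The tests of pigs 230-15 and 223-15, of the mitochondrial transcripts, of the interferon genes, of the lists under fry and of the lists in other splits of the pigs were chosen only after the results were seen. In each group, a pig was picked out when its distance to the nearest other pig, relative to the range of the group, exceeded Dixon's critical value at 95%. By chance this picks out about 1 in 20 groups. Among 117 groups of values from 40 genes, 5.85 are expected and 21 were found. Of these, 6 concerned pig 230-15, 4 pig 246-15 and 3 pig 231-15. Pigs 223-15 and 226-15 had 2 each and pigs 224-15, 225-15, 228-15 and 547-14 had 1 each. The values below are this relative distance, from 0 to 1.

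No NEC pig 230-15 was far above the other No NEC pigs in C1orf123 (0.854), CEACAM19 (0.800), MATK (0.758), CLEC2B (0.739) and DRAP1 (0.724), and far below them in SORCS1 (0.716). Si-NEC pig 223-15 was far above the other Si-NEC pigs in C1orf123 (0.680) and DRAP1 (0.658). A candidate explanation is a shift of the whole library that both pigs share, although they belong to different groups and sexes. Across the tested genes, their deviations from the other pigs of their groups correlated with r = 0.567, the highest of the 85 pairs of pigs from different groups, and the next pair reached 0.281. The 6 Co-DEGs of Table S2 that were highest in pig 230-15 among No NEC pigs were also highest in pig 223-15 among Si-NEC pigs. The 6 genes are not independent, because they are read in the same libraries. COX2 was at 35437 FPKM in pig 230-15 and 35333 FPKM in pig 223-15, and between 10782 and 21308 FPKM in the other 14 pigs. Whether the shift arose in the RNA, the library or the animals was not tested.

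Si-NEC pig 246-15 was far above the other Si-NEC pigs in DDX60 (0.875), DDX58 (0.865), USP18 (0.856) and CCL2 (0.630). An interferon response in this pig may lie behind the 3 interferon-induced genes among them. Over 18 interferon-response genes outside Tables S2 to S4, the mean log2 deviation of pig 246-15 was 2.30, the next highest pig was at 0.53, and 18 of the 18 genes were highest in pig 246-15. As a list, the 27 tested interferon genes were not higher in Si-NEC than in No NEC pigs (camera, median log2 fold change 0.15, 18 of 27 higher, limma adjusted p = 0.567). An infection or another condition of this pig remains open as a biological explanation and was not tested.

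The remaining single pigs were A2M in Co-NEC pig 225-15 (0.830) and Si-NEC pig 226-15 (0.644), ENPEP in Co-NEC pig 231-15 (0.906) and Si-NEC pig 226-15 (0.893), and CEACAM19 in Co-NEC pig 231-15 (0.723). ADAM8 in Si-NEC pig 224-15 gave 0.882 and FRMD1 in Si-NEC pig 547-14 gave 0.679. CU207250.1 was lowest in No NEC pig 228-15 (0.760), where it was listed at 0. In ENSSSCG00000010942 the value was 1.0, because Co-NEC pig 231-15 was the only pig of its group above 0. No technical or biological explanation was tested for these.

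COX1, a gene outside those that the paper discusses, gave a fitted log2 difference of 14.69 between Co-NEC and No NEC pigs because it was listed at 0 in all No NEC and Si-NEC pigs. A failed estimate of COX1 in those groups is a candidate explanation. The other 6 mitochondrial transcripts named in the table were present in every pig, and their log2 fold changes in Co-NEC against No NEC pigs were between −0.45 and −0.13, with a median of −0.26. That argues against a loss of mitochondrial transcripts as a whole outside Co-NEC pigs. A difference in COX1 alone between the groups was not tested.

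ENSSSCG00000009003 gave a fitted log2 difference of 3.37 between Si-NEC and No NEC pigs, and ENSSSCG00000010942 gave 2.81 between Si-NEC and Co-NEC pigs. Both are outside the genes that the paper discusses, and neither fitted value is a fold change, since most or all pigs of the lower group were listed at 0. The same pigs were split 100 times into groups of these sizes, with the real split counted among the 100. As many genes were called in 12 of 100 splits for Si-NEC against No NEC, in 20 of 100 for Co-NEC against No NEC and in 5 of 100 for Si-NEC against Co-NEC. The counts against No NEC are therefore in line with chance, while the 5 of 100 splits for Si-NEC against Co-NEC lie at the limit of 5% and leave this open. Whether either entry was estimated equally well in every pig was not tested.

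The effect of Si-NEC differed between the sexes in ENSSSCG00000009200, by a fitted 15.44 on the log2 scale. It was listed at 21769 and 22543 FPKM in the 2 female No NEC pigs, at 42910 FPKM in male Co-NEC pig 552-14 and at 0 in the other 13 pigs. It was the 1 gene with an interaction of Si-NEC with sex past the threshold, and 1461 genes had an unadjusted p under 0.05, against 679.5 expected by chance. Genes vary together and no splits were drawn for the interaction, so that count alone does not show an excess. The interaction of Co-NEC with sex gave 0 genes, with 336 at an unadjusted p under 0.05. Values of this size next to exact zeros are of the kind seen for COX1. No explanation was tested for this entry.

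The lists of NF-kB and glucocorticoid responses are not among the results of the paper, and their median log2 fold changes in Si-NEC against No NEC pigs were 0.43 and 0.25, and the former was 0.21 without pig 246-15. Pigs that vary together in these genes whatever their group are a candidate explanation. With fry, which keeps the correlation between genes, the adjusted p was 0.837 for the NF-kB list and 0.776 for the glucocorticoid-response list. With adjustment over the 16 lists of 1 comparison, 6 lists passed in Si-NEC against No NEC, and 26 of 100 splits of the pigs gave as many. In Si-NEC against Co-NEC 6 lists passed, and 30 of 100 splits gave as many. The real split is counted in both numbers. Without the genes of Tables S2 to S4, the NF-kB list had a median of 0.36 over 9 genes, NFKB1 among them, and the glucocorticoid-response list 0.19 over 10 genes. A response to Si-NEC in part of the pigs stays open.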

How the results depend on the processing

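The alternatives of leaving out pigs 223-15 and 230-15 together, of leaving out single pigs and of exchanging pigs within sex, suffix or block for the separation of the groups, of the NF-kB list without NFKB1, and of the covariates and array weights for the overlap were chosen after the data were seen. No paired analysis was possible because the groups share no replicate numbers.

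The gene called between Si-NEC and No NEC pigs and the one called between Co-NEC and No NEC pigs were kept in every alternative and with each pig left out. The Si-NEC count was 2 with the number suffix as a covariate and 4 with array weights, and from 1 to 3 with each pig left out in turn, the highest without 540-14. The Co-NEC count was 4 without a filter, where more genes are tested, and from 1 to 2 with each pig left out, the highest without 225-15 or 540-14. The count between Si-NEC and Co-NEC pigs was 1 instead of 2 with a pseudocount of 0.1, without a filter, with all 3 groups in one fit, with each of the 3 covariates, at an adjusted p of 0.05 and without pigs 223-15 and 230-15. It was 201 with array weights, 100 higher and 101 lower. Array weights gave pig 223-15 a weight of 0.141 there, but leaving the pig out gave 1 gene, and the cause was not tested. With each pig left out it was from 1 to 12, with 12 without 547-14 and 5 without 255-15, and the cause was not tested. ENSSSCG00000010942 was lost without any single pig other than 231-15 and 547-14, so that the count was 1 without 223-15, 224-15, 225-15, 246-15, 539-14, 545-14 or 552-14, and the 2 genes without 226-15 and the 5 without 255-15 do not include it.

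The overlap of the genes called against No NEC was 0 in every alternative apart from leaving out single pigs, for which it was not computed. In these alternatives 52 to 161 genes had an unadjusted p under 0.05 in both with the same direction. The correlation of the log2 fold changes ranged from 0.434 to 0.537 over the same alternatives. The separation of Co-NEC from No NEC pigs rose to p = 0.0556 (exact permutation test) without a filter and with rescaled FPKM, and ranged from 0.0159 to 0.262 with each pig left out. It was 0.0556 or more without any one Co-NEC pig and 0.0952 without 550-14, and highest without 225-15. For Si-NEC against Co-NEC it ranged from 0.00794 to 0.110 with each pig left out, with 0.0762 without 225-15, 0.100 without 545-14 and the highest without 552-14, and over the pseudocounts, filters, rescaling and the 2 libraries left out from 0.0130 to 0.0159. Fewer pigs leave fewer splits. Si-NEC and No NEC pigs gave from 0.246 to 0.611 with each pig left out. With pigs exchanged only within sex, number suffix or number block, the p was 0.540, 0.476 and 0.367 for Si-NEC against No NEC, 0.0333, 0.0500 and 0.0278 for Co-NEC against No NEC, where the suffix leaves it at the threshold, and 0.0400, 0.0333 and 0.0167 for Si-NEC against Co-NEC. The interaction with sex gave 4 genes for Si-NEC and 5 for Co-NEC without a filter, against 1 and 0 with it, and more genes are tested there.

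With the correlation between genes estimated from the data, and with fry, 0 lists passed in Si-NEC against No NEC and 0 in Si-NEC against Co-NEC, in place of 4 and 5. In Co-NEC against No NEC, 2 lists passed without pigs 223-15 and 230-15, and from 0 to 2 with each pig left out, with 2 without 230-15 and 1 without 231-15, and the cause was not tested. Leaving NFKB1 out of the NF-kB list changed no count of lists. The other list counts ranged from 4 to 6 and from 5 to 6 with each pig left out. The correlation of HBB and ALAS2 was between 0.908 and 0.940 in the alternatives.

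Of 75 log2 fold changes of named genes, 73 kept their direction in every alternative apart from leaving out single pigs. The exceptions were USP18 in Si-NEC against No NEC, at −0.0269 with sex as a covariate and −0.0163 with array weights, and CD14 in the same comparison, at −0.0241 with array weights. With each pig left out in turn, 64 kept their direction and 11 did not, 7 of them without pig 246-15. In Si-NEC against No NEC, the log2 fold change ranged from −0.25 to 0.45 for DDX58, −0.22 to 0.66 for DDX60, −0.74 to 0.38 for USP18 and −0.15 to 0.31 for CD14, each lowest without 246-15, and from −0.048 to 1.10 for ENPEP, lowest without 226-15. USP18 was also at −0.20 without 228-15. In Si-NEC against Co-NEC, it ranged from −0.40 to 0.29 for DDX58, −0.32 to 0.56 for DDX60 and −0.40 to 0.68 for USP18, each lowest without 246-15. There, ENPEP ranged from −0.29 to 1.26, lowest without 226-15, and CEACAM19 from −0.67 to 0.33, highest without 231-15. In Co-NEC against No NEC, HBB ranged from −0.70 to 0.29, highest without 550-14. In each of these genes the pig left out had the highest or lowest value of its group. Because the depth is unknown, low genes such as ADAM8 and DDX60 carry an error that these settings do not measure.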

Differences from the paper's values

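The paper's counts come from Cuffdiff and the counts here from limma on log2 FPKM values, so the numbers below come from unlike tests. For genes called between Co-NEC and No NEC pigs, the count was 1 against the paper's 12. Between Si-NEC and No NEC pigs it was 1 against the paper's 27, and between Si-NEC and Co-NEC pigs 2 against the paper's 76. In any of the 3 comparisons 3 genes were called against the paper's 89, or 0.0221% of the genes tested against the paper's 0.64%. The genes called against No NEC in both NEC groups numbered 0 against the paper's 2. Of the genes called between Si-NEC and Co-NEC pigs, 0 were also called between Si-NEC and No NEC against the paper's 23, and 1 was also called between Co-NEC and No NEC against the paper's 3. None of the alternatives set before the data were examined closed any of these gaps, nor did leaving out pigs 223-15 and 230-15, which was chosen after seeing the values. All of these settings kept limma on the deposited FPKM, so they cannot tell how much of the gaps comes from the test itself. With array weights the count between Si-NEC and Co-NEC pigs was 201, above the paper's.

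Some settings called genes that the paper calls. With array weights, genes of Table S4 called between Si-NEC and Co-NEC pigs included CEBPD, GPX3, GSTM3, MT3, S100A8, TST, AQP4, S100A1 and SCD. Without pig 547-14, 3 were called, CEBPD, S100A8 and S100A9. No other setting called a gene of the table of its comparison.

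The log2 ratios of group means compared with Tables S2 to S4 did not differ from the printed ones in any of 65 values. On the fitted scale, which averages log2 values, PLAC8 differed in direction, with −0.46 against a log2 ratio of means of 1.21 in both the paper and these values. The paper names S100A8 as the gene most affected in Si-NEC pigs. By the ratio of the group means, ADAM8 at 17.0, CCL2 at 10.9 and ENPEP at 8.98 were above S100A8 at 7.21. For USP18 the log2 ratio of means in Si-NEC against No NEC was 1.80 and the paper's 1.77, and the log2 fold change on the fitted scale was 0.08, and −0.74 without pig 246-15. The paper states that HBB was lower in both NEC groups, which held here with all pigs. The log2 ratio of the No NEC to the Si-NEC mean was 1.21 with all pigs and −0.17 without No NEC pig 550-14, and that of the No NEC to the Co-NEC mean 1.05 and −0.33.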

Other observations

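The tests of blood, of leukocytes and of oligodendrocytes were set before their results were seen, and the test of single high pigs was chosen only after the result was seen.

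By their means HBB and ALAS2 were lower in the NEC groups, and less residual blood in these hippocampi is a candidate explanation. The median of HBB was higher in both, at 198 FPKM in Si-NEC and 180 FPKM in Co-NEC against 128 FPKM in No NEC pigs. Without No NEC pig 550-14 its log2 fold change was −0.05 in Si-NEC and 0.29 in Co-NEC pigs, so the lower means of HBB rest on that pig. The erythroid list had a median log2 fold change of −0.73 in Si-NEC against No NEC pigs, with 1 of 5 genes higher (limma's camera, adjusted p = 0.0747). Without HBB and ALAS2 the median of the other 3 genes was −0.16, with 1 of the 3 higher. The median of the whole list was −0.18 without No NEC pig 550-14, −0.25 without Si-NEC pig 539-14 and −0.10 without a filter on low values. HBM, a hemoglobin gene, had a log2 fold change of −1.16 (standard error 0.60). The levels of these genes are near the floor in several pigs, with HBM listed at 0 in some. Less blood and a change in expression cannot be told apart with 3 low genes.

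S100A8 and S100A9 were higher in Si-NEC pigs, and more blood leukocytes in these hippocampi may contribute. The neutrophil list had a median log2 fold change of 0.22 in Si-NEC against No NEC pigs, with 6 of 9 genes higher (limma's camera, adjusted p = 0.0655). Without S100A8 and S100A9 the median was 0.059, with 4 of 7 genes higher. Leukocytes and expression by cells of the hippocampus cannot be told apart, since the other genes went both ways.

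OPALIN was lower in Si-NEC pigs. Fewer myelinating oligodendrocytes would lower the other oligodendrocyte genes as well. The mean of the other 10 genes of the oligodendrocyte list differed by −0.06 (standard error 0.18, exact permutation p = 0.732, two-sided). Relative to these genes OPALIN differed by −0.61 (standard error 0.20, exact permutation p = 0.0216, two-sided), and 5 of 6 Si-NEC pigs were below every No NEC pig. The study chose OPALIN as lower on these same pigs, so this p is not independent evidence. The small difference of the other 10 genes argues against fewer such cells as the whole cause. A change in OPALIN expression in Si-NEC pigs stays open as a hypothesis. The list of 11 genes with OPALIN had a median log2 fold change of −0.04 (limma's camera, adjusted p = 0.279).

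A high value in 1 pig may account for part of the Si-DEGs higher in Si-NEC pigs. The highest pig held a median of 47.7% of the group's summed FPKM, and in 8 of the 20 genes it held more than 50%, against 1.62% of all tested genes. The table of Si-DEGs was chosen by the study on these pigs, and genes chosen for a difference between means favour high single values.

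Of the genes that the paper measured by qPCR for Fig. 4, several could be compared in the RNA-seq, in the 11 Si-NEC and No NEC pigs. Their log2 fold changes in Si-NEC against No NEC pigs were 2.61 for S100A9, 0.87 for CXCL8 (IL8), 0.78 for NGFR (p75), 0.73 for TAGLN2, 0.55 for THBS1, 0.44 for ICAM1, 0.41 for SELP (P Selectin), 0.36 for CLEC14A, 0.31 for TLR4, 0.27 for VIM, 0.08 for CD14, −0.35 for TTR and −0.51 for BDNF. The exact permutation p was 0.0152 for BDNF (two-sided), of which 4 of 6 Si-NEC pigs were below every No NEC pig, 0.0325 for S100A9 and between 0.0541 and 0.814 for the others. Without pig 246-15, where CXCL8 was at 7.82 FPKM, the log2 fold change was 0.27 for CXCL8, 0.14 for ICAM1 and 0.30 for THBS1. It was 0.19 for SELP without 230-15, 0.11 for VIM without 223-15 and 0.13 for TLR4 without 253-15. For TTR it ranged from −0.70 without 540-14 to −0.15 without 230-15, and for CD14 from −0.15 without 246-15 to 0.31 without 547-14. TTR was lower in Co-NEC than in No NEC pigs, with a log2 fold change of −1.55 (exact permutation p = 0.127, two-sided), and −0.74 without Co-NEC pig 255-15, where it was listed at 0. By qPCR on a larger set of pigs, the paper reports TTR as higher in both NEC groups, the opposite direction. Why the qPCR and the RNA-seq differ in TTR was not tested. CD14 gave −0.43 in Co-NEC against No NEC pigs (exact permutation p = 0.0159, two-sided). AGER was at 0.383 FPKM or less in every pig. MMP8 was listed at 0.442 FPKM in Si-NEC pig 224-15, at 0.050 FPKM in 539-14 and at 0 in the other 14 pigs.

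The other cell-type lists were tested with camera in Si-NEC against No NEC pigs. The median log2 fold change was 0.16 for astrocyte, 0.04 for oligodendrocyte precursor, 0.04 for mural and meningeal, −0.05 for microglia, −0.05 for endothelial, −0.07 for neuron and −0.08 for choroid plexus genes, with limma adjusted p between 0.280 and 0.961.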
